# Multifunctional glial support by Semper cells in the Drosophila retina

**DOI:** 10.1371/journal.pgen.1006782

**Published:** 2017-05-31

**Authors:** Mark A. Charlton-Perkins, Edward D. Sendler, Elke K. Buschbeck, Tiffany A. Cook

## Abstract

Glial cells play structural and functional roles central to the formation, activity and integrity of neurons throughout the nervous system. In the retina of vertebrates, the high energetic demand of photoreceptors is sustained in part by Müller glia, an intrinsic, atypical radial glia with features common to many glial subtypes. Accessory and support glial cells also exist in invertebrates, but which cells play this function in the insect retina is largely undefined. Using cell-restricted transcriptome analysis, here we show that the ommatidial cone cells (aka Semper cells) in the *Drosophila* compound eye are enriched for glial regulators and effectors, including signature characteristics of the vertebrate visual system. In addition, cone cell-targeted gene knockdowns demonstrate that such glia-associated factors are required to support the structural and functional integrity of neighboring photoreceptors. Specifically, we show that distinct support functions (neuronal activity, structural integrity and sustained neurotransmission) can be genetically separated in cone cells by down-regulating transcription factors associated with vertebrate gliogenesis (*pros/Prox1*, *Pax2/5/8*, and *Oli/Olig1*,*2*, respectively). Further, we find that specific factors critical for glial function in other species are also critical in cone cells to support *Drosophila* photoreceptor activity. These include ion-transport proteins (Na/K+-ATPase, Eaat1, and Kir4.1-related channels) and metabolic homeostatic factors (dLDH and Glut1). These data define genetically distinct glial signatures in cone/Semper cells that regulate their structural, functional and homeostatic interactions with photoreceptor neurons in the compound eye of *Drosophila*. In addition to providing a new high-throughput model to study neuron-glia interactions, the fly eye will further help elucidate glial conserved "support networks" between invertebrates and vertebrates.

## Author summary

Glia are the caretakers of the nervous system. Like their neighboring neurons, different glial subtypes exist that share many overlapping functions. Despite our recognition of glia as a key component of the brain, the genetic networks that mediate their neuroprotective functions remain relatively poorly understood. Here, using the genetic model *Drosophila melanogaster*, we identify a new glial cell type in one of the most active tissues in the nervous system—the retina. These cells, called ommatidial cone cells (or Semper cells), were previously recognized for their role in lens formation. Using cell-specific molecular genetic approaches, we demonstrate that cone cells (CCs) also share molecular, functional, and genetic features with both vertebrate and invertebrate glia to prevent light-induced retinal degeneration and provide structural and physiological support for photoreceptors. Further, we demonstrate that three factors associated with gliogenesis in vertebrates—*prospero/Prox1*, *Pax2*, and *Oli/Olig1*,*2*—control genetically distinct aspects of these support functions. CCs also share molecular and functional features with the three main glial types in the mammalian visual system: Müller glia, astrocytes, and oligodendrocytes. Combined, these studies provide insight into potentially deeply conserved aspects of glial functions in the visual system and introduce a high-throughput system to genetically dissect essential neuroprotective mechanisms.

## Introduction

Glia have been recognized as a major and heterogeneous non-neuronal cell type in the nervous system for more than 150 years, but their chief homeostatic and regulatory roles in nervous system development and maintenance have only recently emerged [1–4]. Despite increasing interest in the functions of glia in health and disease, the molecular networks that orchestrate gliogenesis, glial functions, and glia-neuron interactions are still enigmatic.

One of the first described glial subtypes was Müller glia. This specialized glial type is a radially-shaped macroglia that provides structural support, neuroprotection, and homeostatic recycling of energy, ions, and neurotransmitters for retinal neurons, some of the most active neurons in the body [5–7]. Müller glia are considered a specialized astrocyte, but have also been noted to share characteristics with oligodendrocytes [8,9]. Moreover, in some vertebrates (e.g. zebrafish and embryonic chick), Müller glia can serve as a source of stem cells for retinal regeneration [10], much like radial glia in other parts of the developing nervous system [11,12]. This suggests the presence of overlapping developmental and functional “networks” among different glial subtypes.

For decades, *Drosophila* has served as an effective model for uncovering conserved genetic mechanisms involved in nervous system development and physiology [4,13–15]. The fly’s visual system is among the best-characterized experimental systems for studying neuronal function and dissecting neurodevelopmental and neurodegenerative processes. In this system, a cluster of photoreceptors (PRs) in each individual eye unit (ommatidia) captures and processes light within a prominent apical compartment (rhabdomeres) that extends along the neuronal cell body and is restricted to the retina proper. Basally, the PRs project axons that exit the retina and synapse with second order neurons in the underlying optic lobe [16]. Within the optic lobe, several subretinal glial subtypes have been identified which support PR axon guidance and ensheathment, neurotransmitter recycling and neuron survival [17–21]. However, potential support roles intrinsic to the fly retina proper remain largely undefined.

The *Drosophila* retina contains two main non-neuronal “accessory” cell types: pigment cells and cone cells (CCs) (Fig 1A) [22,23]. Pigment cells prevent light scattering between ommatidia, and have been implicated in the visual cycle, maintenance of histaminergic neurotransmitter levels, and ROS-induced lipid peroxidation [18,24,25]. These cells have also been presumed to function in ion and energy homeostasis for PRs based on electrophysiological assays in the honeybee retina [26,27].

**Fig 1:**
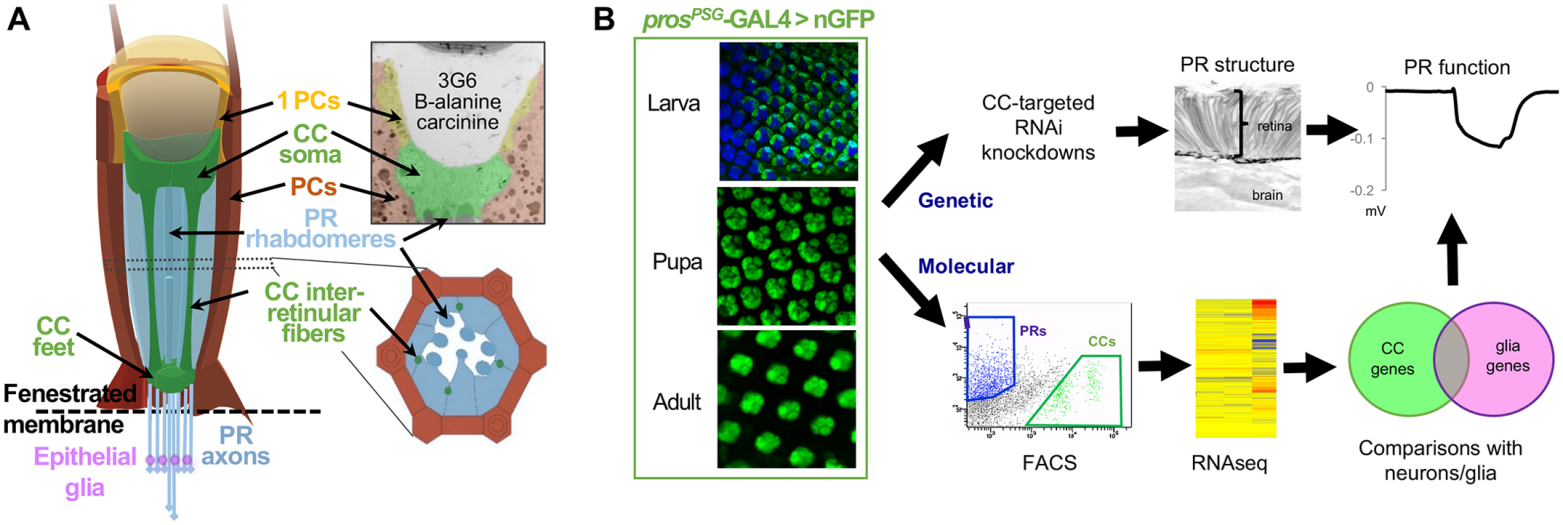
Drosophila retinal structure and expression of CC-restricted *pros*^*PSG*^-GAL4. **(A)** Diagram of an individual eye unit (ommatidium) from the *Drosophila* compound eye, highlighting CC (green)-PR (blue) interfaces throughout the retina. CCs cap the rhabdomeres distally, send interretinular fibers that contact the PR cell bodies, and form a pore at the base of the retina, around which the PR axons exit the retina. Pigment cells (PC, orange) form a fenestrated membrane which separate the retina from the brain, and through which PR axons exit the eye. Epithelial glia in the optic lobe (purple, brain) that support photoreceptor neurotransmitter recycling are also indicated. **(B)** CC expression of a *pros*^*PSG*^-GAL4 driven reporter (UAS-GFP, green) during larval, pupal, and adult stages. Elav (blue) is included in the larval stage to highlight the formation of CCs after neurogenesis in the eye imaginal disc (oriented left/anterior-to-right/posterior [youngest to oldest ommatidia]). The diagram represents the strategy of the current study, in which the *pros*^*PSG*^-GAL4 driver was used to express RNAi constructs to genetically test the role of CCs in regulating PR morphology or function and to isolate CCs for molecular (transcriptomic) analysis.

While CCs are primarily known for their developmental role in corneal lens formation [28–31], they are also in close physical proximity to PRs, and hence are well-positioned to provide support to them. CCs radially span the retina, connecting an apical vitreous-like substance with a basal blood-retina barrier (Fig 1A) [28,30,32,33]. This configuration of corneagenous cells is highly conserved throughout arthropods, including the common house centipede in myriapods and the “living fossil” Limulus in chelicerates [34–36], raising the possibility of deeply rooted interactions between CCs and PRs. Indeed, based on such interactions, investigators speculated a glial role for CCs nearly 50 years ago [37].

Here, we present molecular and functional evidence that ommatidial CCs serve multiple glial functions in the *Drosophila* compound eye. To test this possibility, we established a CC-targeted knockdown paradigm and analyzed neighboring PRs using histological and electrophysiological methods. Genetically, we demonstrate that CCs provide structural and functional support to PRs, and that these roles are differentially contributed by transcription factors that are also involved in vertebrate gliogenesis (*Pax2*, *pros/Prox1*, and *Oli/Olig1*,*2)*. Using cell-specific transcriptomic approaches, we further document the CC-enriched expression of multiple candidate glial effector genes commonly associated with both *Drosophila* and vertebrate glia. Finally, using cell-targeted knockdowns, we demonstrate that CCs are involved in typical glial support functions, including the control of ion balance, energy resources, and sustained neurotransmission. Combined, our findings suggest that CCs serve as intrinsic retinal glia in the *Drosophila* compound eye, and establish a new, non-invasive experimental paradigm to dissect regulatory glial support modules.

## Results

### Cone cells control retinal structure via *Pax2*

Developing and adult CCs specifically express *prospero* (*pros*) and *dPax2* (a.k.a *sv*) [31,38,39] (S1A Fig), two transcription factors widely associated with glial development and/or function [40–54]. Previous studies on the role of *pros* and *dPax2* in CCs showed that these factors function cooperatively to distinguish the non-neuronal CC fate from the fate of the last neuronal cell type (the R7 photoreceptor) via feedback control of Ras and Notch signaling [31], a feature also common for neuron-glia fate decisions [55–60]. Importantly, individual *pros* and *dPax2* mutants minimally affect CC specification [31,39], allowing us to test the hypothesis that CCs serve glial-like support role in the fly retina through these factors.

For these studies, we used the GAL4-UAS system to drive *pros* and *dPax2*-directed RNAi constructs in CCs and tested for the phenotypic consequences on neighboring neuron morphology and activity as 2 measures of common glial support functions. GAL4 expression was driven using a 275 bp *pros* enhancer that is expressed in CCs and R7s from early specification through adulthood, with little to no expression in the underlying optic lobe (Fig 1B, S1B and S1C Fig). Importantly, we confirmed that animals lacking R7s (*sev*^*14*^ mutants) do not exhibit the morphological or electrophysiological phenotypes reported here [31,61–63] (Fig 2K and 2N), allowing us to conclude that the ERG and morphology phenotypes described below are dependent on CC and not R7 function.

**Fig 2:**
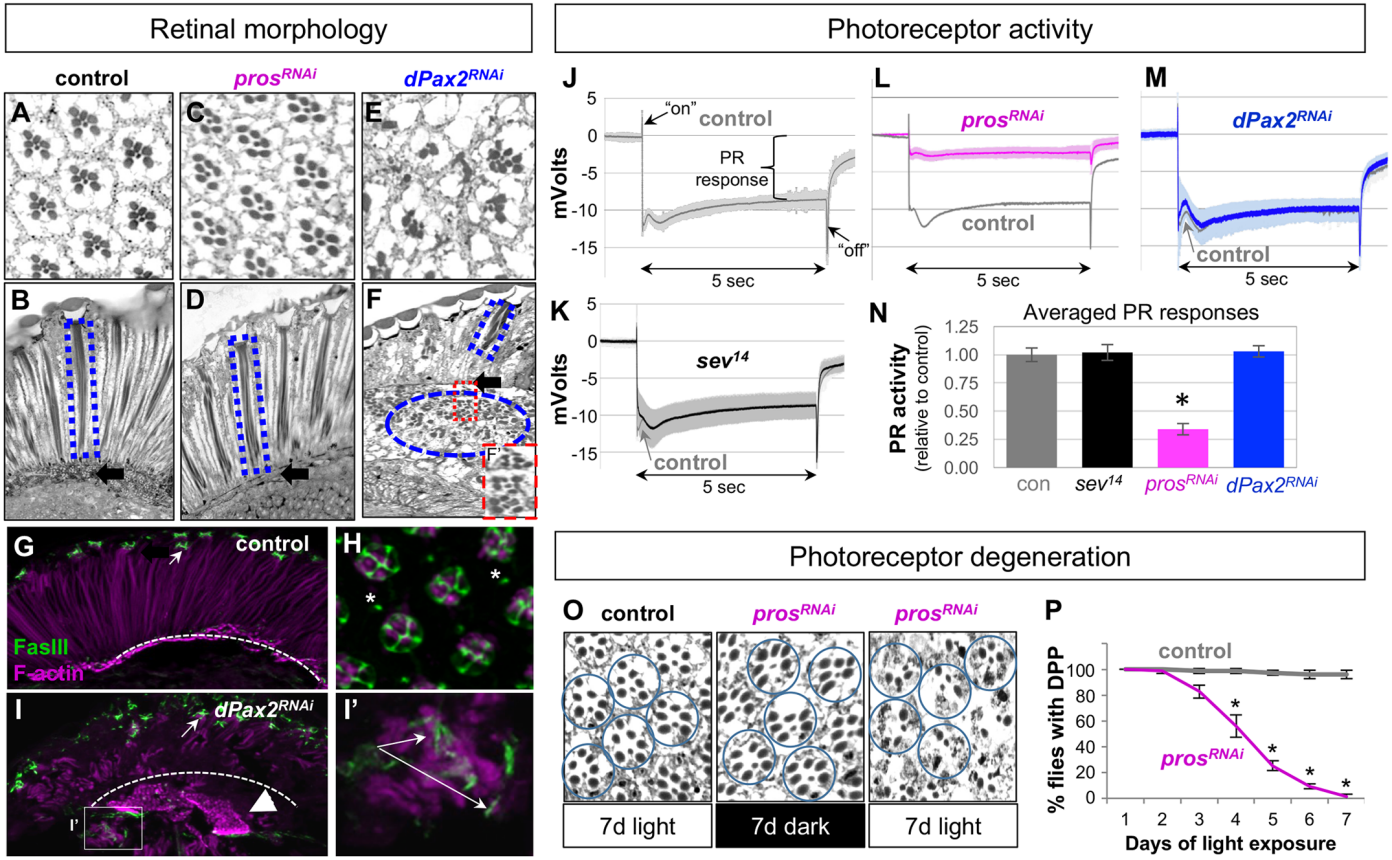
Histological and electrophysiological evidence for CCs providing structural and functional support for *Drosophila* photoreceptors. **(A-F)** Toluidine blue-stained coronal (A,C,E) and sagittal (B,D,F) thin sections from adult control (*pros*^*PSG*^-GAL4>UAS-*nGFP*, A, B), *pros*^*RNAi*^ (*pros*^*PSG*^-GAL4>UAS-*pros*^*RNAi*^, C, D), and *Pax2*^*RNAi*^ (*pros*^*PSG*^-GAL4>UAS-*dPax2*^*RNAi*^, E,F) eyes. In B,D,and F, the blue dashed lines highlight rhabdomeres and filled arrow indicates the fenestrated membrane. F’ magnifies a subretinal region in *Pax2*^*RNAi*^ heads, highlighting relatively intact PR clusters (**G-I)** CCs (marked with Fas3, green, arrows) remain associated with PRs (marked with phalloidin, magenta) in both control and *dPax2*^*RNAi*^ flies, even though many PRs have fallen into the brain in *dPax2*^*RNAi*^ flies (I, I’). The interommatidial bristle (*) also expresses Fas3 (H) in adult eyes. **(J-M)** Averaged ERGs from dark-adapted control (*pros*^*PSG*^-GAL4; UAS-*nGFP*), *pros*^*RNAi*^ (*pros*^*PSG*^-GAL4; UAS-*pros*^*RNAi*^), and *Pax2*^*RNAi*^ (*pros*^*PSG*^-GAL4; UAS-d*Pax2*^*RNA*i^) excited with 5x5sec pulses of 490 nm (blue-green) light (n = 5 animals). Standard deviation is shown by the shaded area, and day-matched control recordings are included in grey for each experimental condition. **(N)** Averaged PR responses from J-M, normalized to day-matched controls. *C*control, *sev*^*14*^, and *dPax2*^*RNAi*^ flies are indistinguishable, while *pros*^*RNAi*^ flies have significantly reduced PR responses (*p<0.001). **(O)** Control or *pros*^*RNAi*^ flies raised for 7 days in dark or light and PR structure were analyzed by toluidine blue stained semi-thin plastic sections, showing a light-dependent degeneration only in *pros*^*RNAi*^ flies raised under continuous light. **(P)** DPP presence was quantified daily for 7 days from control or *pros*^*RNAi*^ flies raised in continuous light (* p<0.001 by day 3, n = 3 replicates of 25 flies each). Error bars = S.D.

We first histologically analyzed retinal integrity in adult eyes knocked down for *pros* and *dPax2* using previously verified RNAi constructs [31]. In wild type and control (*pros*^*PSG*^*-GAL4>nGFP*) animals (Fig 2A), the regularly spaced ommatidia centrally house a trapezoidal array of actin-rich rhabdomeres from the main PR neurons (R1-R6).The rhabdomeres and PR cell bodies span the depth of the retina, are caged by CCs, and are physically segregated from the brain and PR axons through a fenestrated membrane formed by the interommatidial pigment cells (Figs 1A, 2B and 2G, S2A Fig) [32]. Retinas from *pros*^*RNAi*^ CC knockdowns appeared morphologically similar to controls (Fig 2C and 2D; S2B Fig), while *dPax2*^*RNAi*^ knockdowns showed severe defects in retinal and PR rhabdomere morphology (Fig 2E, 2F and 2I; S2C Fig). These results are consistent with previous results using eye-specific mutants for these factors (*pros*^*17*^ and *sv*^*spapol*^) [31,38,39,64,65]. Also similar to lens defects in *dPax2*^*spapol*^ mutants [31,39,65], *dPax2*^*RNAi*^ CC knockdowns showed a variable severity in retinal defects (Fig 2I, S2C Fig). This ranged from moderately affected regions with short, misshapen rhabdomeres that failed to extend through the retina (Fig 2F and 2I; S2C Fig) to more severe regions in which clusters of rhabdomeres were mislocalized beneath the fenestrated membrane, hence absent from the retina (Fig 2E, 2F, 2F’ and 2I; S2C Fig) [65]. Interestingly, rhabdomere clusters observed in the brain maintain a relatively normal ommatidial arrangement (Fig 2F’), suggesting that fully formed eye units had lost contact with the retina.

To test if *dPax2*-negative CCs remained in contact with PRs, we performed immunostaining for Fasciclin 3 (Fas3), a transmembrane protein we identified in a larger screen for CC markers. In control eyes, Fas3 is exclusively localized to CC-CC interfaces as well as the interommatidial mechanosensory bristle (Fig 2G and 2H). In *dPax2*-negative CCs, Fas3 immunostaining remained closely associated with actin-rich PR rhabdomeres at the top of the retina as well as with the mislocalized PRs beneath the retina (Fig 2I and 2I’). Together, these findings suggest that *dPax2* is required in CCs for proper elongation of PR rhabdomeres and overall retinal architecture, but not for the intimate association of CCs and PRs.

### Cone cells regulate photoreceptor function via *prospero*

We next assayed the neuronal activity of PRs in *pros*^*RNAi*^ and *dPax2*^*RNAi*^ CC knockdown flies using electroretinogram (ERG) recordings (Fig 2J–2N). Like wild-type animals [66,67], dark-adapted control flies (*pros*^*PSG*^>*GFP*) (Fig 2J) and *sev*^*14*^ flies (Fig 2K) exhibited a strong PR-dependent depolarization (~10 mV) in response to light, as well as second-order neuron responses in the optic lobe, detectable as “on” and “off” peaks (transients) before and after PR depolarization. Similar normal ERG traces were recorded from *dPax2*^*RNAi*^ CC knockdowns (Fig 2M), suggesting that despite the disruption in retinal architecture, the PRs in *dPax2*^*RNAi*^ knockdown flies remain functional. In marked contrast, *pros*^*RNAi*^ CC knockdowns showed a significant reduction in overall PR depolarization in dark-adapted flies (Fig 2L and 2N; S3A Fig) and almost no PR response in light-adapted flies (S2D Fig), suggesting substantial visual loss. Importantly, eyes fully mutant for *pros* (*Minute* clonal analysis with *pros*^*17*^) showed a similar reduction in PR activity as *pros*^*RNAi*^ CC knockdown flies (S2D Fig). No changes in the “on” transient peak was observed in *pros*^*RNAi*^ CC knockdowns or *pros*^*17*^ mutant retinas (S3B Fig) when normalized to overall PR activity, suggesting that second-order neuronal activation is intact in these animals. Combined, these electrophysiological analyses reveal that *pros*, and not *dPax2*, is necessary in CCs to sustain proper PR function. Further, these data indicate that CC-dependent support of PR structure and function are genetically separable by *pros* and *dPax2*.

### *Prospero* is required in cone cells to prevent light-induced neurodegeneration

Like vertebrate PRs, *Drosophila* PRs are susceptible to excitotoxic injury and degeneration under sustained bright light conditions [68–72]. While the abnormal retinal morphology in *dPax2*^*RNAi*^ flies prevented reliable evaluation of light-induced degeneration, the healthy appearance of *pros*^*RNAi*^ CC knockdowns under normal lab-rearing conditions allowed us to test for a possible role of CCs (and *pros)* in this process. Histological examination of control animals (*pros*^*PSG*^*>GFP*) raised 7 days in continuous darkness or sub-degenerative light conditions [72] displayed similarly intact rhabdomere morphology (Fig 2O, S2E and S2H Fig), as did dark-raised *pros*^*RNA*i^ flies (Fig 2O, S2F and S2I Fig). In contrast, *pros*^*RNAi*^ flies raised under continuous light showed signs of rhabdomere degeneration (Fig 2O, S2G and S2J Fig).

To quantify this *pros-* and light-dependent retinal degeneration, we made use of the deep pseudopupil (DPP) of the *Drosophila* compound eye. Visualization of the DPP allows for non-invasive detection of intact rhabdomere integrity in living flies, and its presence declines in flies undergoing retinal degeneration [71,73,74]. Consistent with the above histological analysis, DPP monitoring in animal populations raised for 7 days in continuous light showed intact DPPs in >95% control flies throughout the course of the experiment, whereas DPP loss was observed in >50% of *pros*^*RNA*i^ flies by day 3 and in all *pros*^*RNA*i^ flies by day 7 (Fig 2P). Control and *pros*^*RNA*i^ flies raised in total darkness also preserved DPPs throughout the experiment. Combined, these findings indicated that *pros* in CCs is essential for preventing light-dependent degeneration of PRs.

### Drosophila cone cells express and require key gliogenic genes for photoreceptor support

To molecularly define CCs, we turned to a cell type-specific transcriptomic approach. For these experiments, we isolated CCs by fluorescence-activated cell sorting (FACS) from retinal tissue dissected at three developmental stages: specification (larval CCs), maturation/differentiation (pupal CCs), and terminal differentiation/maturity (adult CCs) (see Methods). 

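RNA was sequenced from 1 library each of larval CCs, pupal CCs, adult CCs and adult PRs, sorted from the eyes of 45 to 75 animals per stage. Larval and pupal CCs were sorted by GFP under the prosPSG enhancer from sev mutants, which lack R7 photoreceptors. Adult CCs came from flies of another genotype and were sorted with antibodies against Fasciclin 3 (Fas3), an adhesion molecule, and 22C10, which binds the microtubule-associated protein Futsch in photoreceptors and bristle neurons. Adult PRs were sorted as RFP-positive and GFP-negative cells of prosPSG-GFP retinas. Of stage, genotype and sorting, larval and pupal CCs thus differ in stage alone. Adult CCs and PRs share the stage but differ in genotype and sorting, and adult and pupal CCs differ in all 3. Each condition is also 1 separately prepared library, so preparation cannot be told apart from these factors. The transcripts of these gating genes differed between the adult libraries: Fas3 was at a log2 level of 11.83 in adult CCs and 7.33 in PRs, and futsch at 6.58 and 12.47. The RNA was amplified with the NuGEN Ovation system and made into Nextera libraries. The submitters' processing notes name TopHat2 2.0 and Bowtie 1.0, and the paper names the dm3 genome and TMM normalization. The authors deposited log2 TMM-normalized read counts per gene, in which a normalized count of 1 or less is listed as 0. The counts were not divided by gene length, so levels of different genes are not directly comparable. Of 14959 entries, 24 repeats of a gene, all listed at 0, were left out, which leaves 14935 genes. Genes above 0 numbered 9344 in larval CCs, 12649 in pupal CCs, 11557 in adult CCs and 8997 in adult PRs. On the linear scale, low values piled up at steps that put 1 read at 0.597 units in larval CCs, 0.634 in pupal CCs, 0.854 in adult CCs and 1.66 in PRs. By these steps the columns hold an estimated 2.48, 2.88, 3.81 and 1.60 M reads on genes. The paper states about 15 M mapped reads per sample. Steps as small as that depth would give lay outside the range searched, so the estimates do not speak against it. Between 38.4% and 65.0% of the values below 30 lay within 0.02 of a whole multiple of the step, so whole reads were not recovered and no count test was run. The 10 most abundant genes took 5.74% of the larval, 6.27% of the pupal, 20.2% of the adult CC and 20.8% of the PR total.
With 1 library per condition, no difference has a replicate check and no p-value is given. A gene was called higher or lower by a fixed rule of size: log2(value + 4) differing by 2 or more, a 4-fold difference, with 32 or more units in the higher library, which corresponds to an estimated 53.6 reads in larval CCs and 19.3 in PRs. The added 4 units make the difference of a low gene smaller than its change. By this rule 1390 genes were higher and 734 lower in adult CCs than in PRs, 693 higher and 160 lower in pupal than in larval CCs, and 966 higher and 913 lower in adult than in pupal CCs. These splits depend on the scaling: with the median log2 ratio to the mean library set to 0, 926 genes were higher and 991 lower in adult CCs than in PRs, and with equal library totals 572 were higher and 1565 lower in adult than in pupal CCs. A gene list was described by its median difference and by the percentile of that median among 10000 random lists of the same size matched on mean expression, which describes these libraries and is not a test of the conditions.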

Adult PRs were isolated for comparisons (S4A Fig). RNA isolated from these sorted cell populations was sequenced using Illumina HiSeq2500, and transcript quantification using TMM normalization was applied to remove RNA compositional biases between samples and improve the compatibility of cross-sample analysis (S1 Table). 

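The PR library held high levels of the opsin genes ninaE, Rh3, Rh4, Rh5 and Rh6, of Arr1, which encodes an arrestin that ends the opsin signal, of chp, which encodes the rhabdomere protein chaoptin, and of oc, which encodes the homeodomain protein Otd. The CC libraries held little of any of them. The rhodopsin gene ninaE stood at a log2 level of 17.37 in PRs and 1.39 in adult CCs and was listed at 0 in larval and pupal CCs. Levels in PRs and adult CCs were 15.86 and 2.15 for Arr1, 14.98 and 0.82 for chp, and 9.78 and 0.46 for oc. The 8 genes were all past the 4-fold rule, with a median difference of -10.05 (range -14.64 to -7.36), below every matched random list.
Of the 5 housekeeping genes, none reached a 4-fold difference in any comparison. The glycolytic gene Gapdh1 ranged from 7.02 to 7.43 over the 4 libraries and Gapdh2 from 6.85 to 8.96. The ribosomal genes RpL13A, RpL32 and RpLP0 ranged from 8.90 to 10.05, from 7.79 to 8.91 and from 7.67 to 9.03. The median difference of the 5 was -0.33 between adult CCs and PRs (12.1st percentile of the random lists), -0.18 between pupal and larval CCs (16.6th percentile) and -0.01 between adult and pupal CCs (30.5th percentile). With equal library totals these medians were -0.62, -0.48 and -0.81, so their closeness to 0 rests on the deposited scaling.
In a wider list of 27 phototransduction and photoreceptor genes, all 27 were lower in adult CCs than in PRs by the rule, with a median of -7.06. Of these genes, 16 were still at 32 units or more in adult CCs, unlike the 8 genes above, of which 0 reached 8 units. Adult CC and PR levels were 10.52 and 15.38 for norpA, the phospholipase C of phototransduction, 10.55 and 13.39 for the diacylglycerol kinase gene rdgA, and 8.74 and 10.91 for the neuronal RNA-binding protein gene elav.

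**Figure D1:**
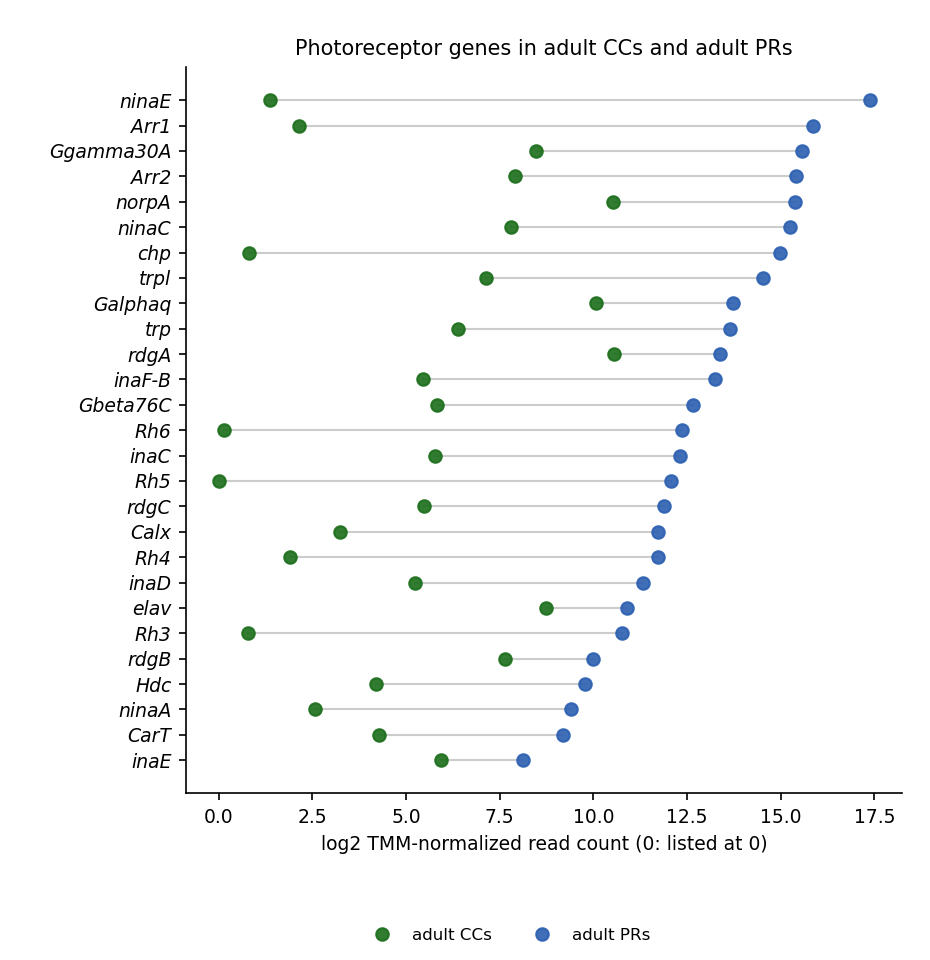
Log2 TMM-normalized read counts of 27 photoreceptor genes in adult CCs (green) and adult PRs (blue), 1 library each, with a line joining the 2 values of a gene. Every gene lies lower in adult CCs, with differences from -14.64 to -2.13 on the log2(value + 4) scale.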

Validation experiments confirmed that multiple housekeeping genes were expressed equivalently across all transcriptomes, and that known PR differentiation and effector genes (*e*.*g*. *oc/Otd*, *ninaE/Rh1*, *Arr1 and chaoptin*) were specifically enriched in PRs and not CCs (S4B Fig). In addition, proteins previously shown to be expressed in mature CCs (e.g. *cut* (*ct*), *eyes absent (eya)*, *and Drosocrystallin/Crys*) [29,75,76] were among the top 50 cell-specific genes expressed in our adult CC transcriptome (S1 Table).

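All 3 genes were higher in adult CCs than in adult PRs, together with other genes of the lens and of CC fate. The homeodomain gene ct stood at a log2 level of 12.80 in adult CCs and 8.11 in PRs, and eya, which encodes a transcriptional cofactor and phosphatase of eye development, at 12.66 and 8.89. The lens protein gene Crys stood at 12.88 and 4.82, and in larval CCs it was listed at 0. Ranked by the difference of square roots between adult CCs and PRs, as in the paper's methods, Crys was 14th, ct 22nd and eya 37th of 14935 genes. Ranked against the mean of the other 3 libraries instead, Crys was 18th, eya 39th and ct 55th.
The first gene in both rankings was retinin, a gene of the corneal lens, at 17.52 in adult CCs and 11.75 in PRs. The dPax2 gene sv was at 13.62 and 9.32, while pros, another gene of CC fate, was at 4.28 and 5.05 and did not pass the rule. Of 8 cone cell and lens genes, 6 were higher in adult CCs than in PRs by the 4-fold rule and 0 lower, with a median difference of 4.24. Since ct, eya and Crys are named in the paper from this same library, this is not set beside random lists. The same list had medians of 1.27 between pupal and larval CCs (98.6th percentile; 93.3rd with 16 units added and 86.0th without a filter on low values) and 4.51 between adult and pupal CCs. Genes of the pigment cells that surround CCs were mixed: Pdh, a retinol dehydrogenase gene of these cells, was at 16.53 and 13.48, while the list of 6 measured pigment cell genes had a median of 0.35 (41.9th percentile), which turned to -0.11 when the median log2 ratio to the mean library was set to 0.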

Given the critical roles of *glial cells missing/glide* (*gcm)* and *reversed polarity* (*repo*) in the determination of most *Drosophila* glial cell fate decisions [77–81], we first investigated their presence in our CC transcriptome data. 

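The glial determination gene gcm (FBgn0014179), which encodes a zinc-binding transcription factor, was at a log2 level of 5.01 in larval CCs, 3.99 in pupal CCs and 0.36 in adult CCs, and was listed at 0 in PRs. The homeodomain gene repo (FBgn0011701), expressed in nearly all lateral glia of the fly, was at 3.90, 5.58, 0.77 and 0.73 in the same order. The fall of repo from pupal to adult CCs passed the 4-fold rule, with a difference of -3.19 on the log2(value + 4) scale. The difference of gcm was -1.91, with 15.8 units in pupal CCs, under the 32 units that the rule asks for.
Of 8 measured markers of optic lobe glia, repo among them, 3 were higher in pupal than in larval CCs, 0 were lower and 5 did not pass the rule, with a median of 1.66 (99.2nd percentile of matched random lists). The GABA transporter gene Gat was at 1.58 in larval and 5.52 in pupal CCs and passed it, and the astrocyte gene alrm, at 1.58 and 4.43, did not. Between pupal and adult CCs the list had a median of 0.31 (72.9th percentile), which turned to -0.47 with equal library totals. From larval to pupal CCs, 6 of 15 synaptic genes and 2 of 7 hemocyte genes were also higher and 0 lower. Synaptic genes had a median of 1.60 (100th percentile), and the hemocyte gene Pxn, a peroxidase gene of the extracellular matrix, was at 2.58 and 7.81, in a list with a median of 2.15 (96.7th percentile).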

Expression of both *gcm* and *repo* was appreciably higher in developing CCs compared with adult CCs and PRs (S1 Table, Fig 3A). 

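The homeodomain gene pros was at a log2 level of 10.43 in larval CCs, 9.72 in pupal CCs, 4.28 in adult CCs and 5.05 in PRs. Its fall from pupal to adult CCs, with a difference of -5.18, passed the 4-fold rule. Between larval and pupal CCs the differences on the log2(value + 4) scale were -0.70 for pros, -0.87 for gcm and 1.46 for repo. None of these 3 steps reached a 4-fold difference, and there is 1 library at each stage.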

Peak *pros* and *gcm* levels preceded that of *repo* (Fig 3A), consistent with previous findings that *pros* activates *gcm*, which in turn activates *repo* in subpopulations of *Drosophila* glia [44,49,58,82–85]. The transient expression of *gcm* and *repo* during CC development was further confirmed with immunostaining for a *gcm* reporter construct and Repo protein (S4C–S4F Fig). Thus, both gliogenic genes associated with the *Drosophila* nervous system are transiently expressed in developing CCs.

**Fig 3:**
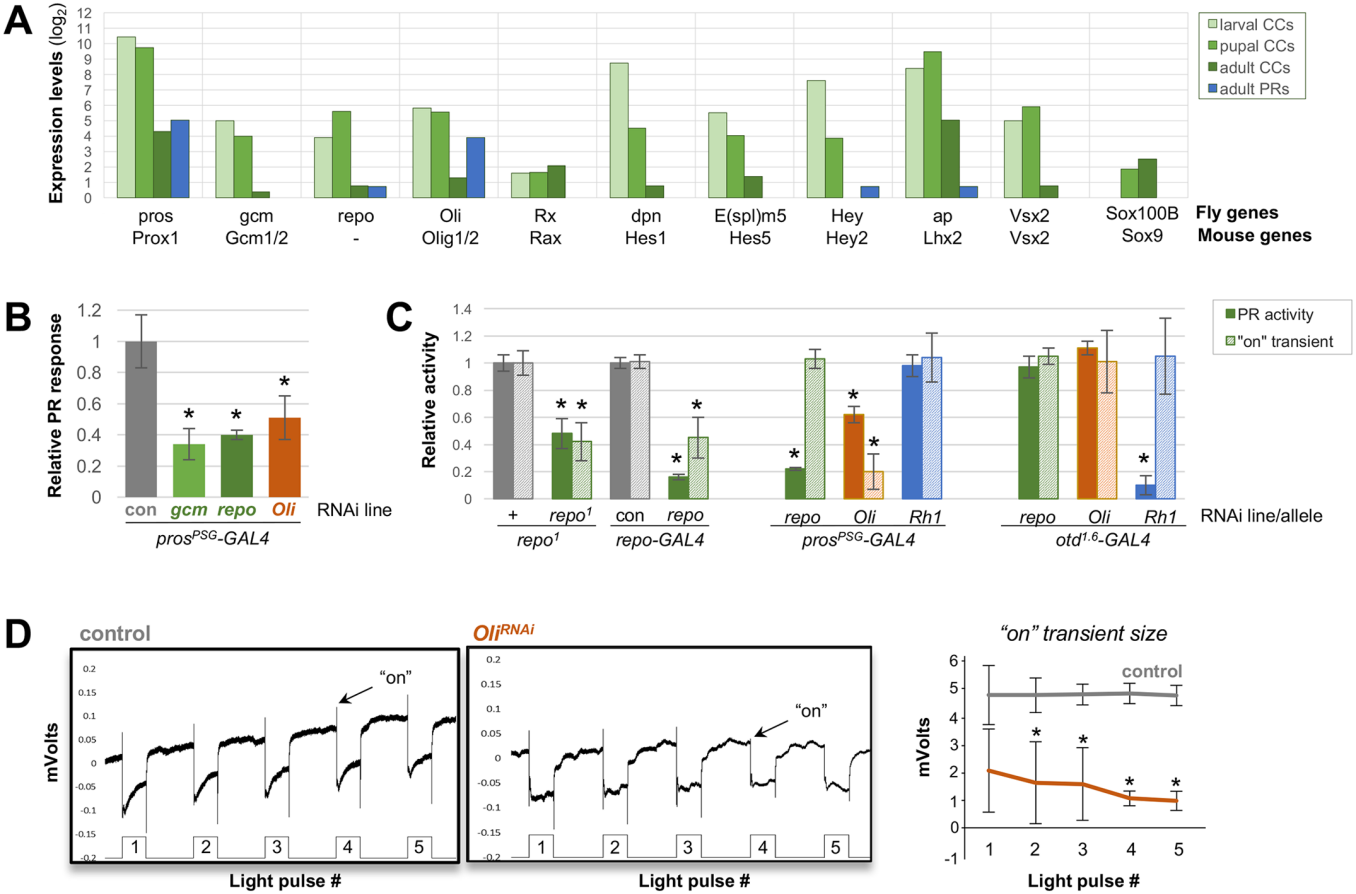
Gliogenic genes are expressed and required in *Drosophila* cone cells for photoreceptor activity. **(A)** TMM-normalized log_2_ expression levels of transcription factors frequently associated with fly and vertebrate glial specification, plotted from larval, pupal and adult CCs (green) and adult PRs (blue). **(B)** Relative PR activity (normalized to day-matched controls, see Methods and S4A and S4B Fig) from ERG recordings of *pros*^*PSG*^-GAL4 > nuclear GFP (con), and knockdowns using lines for *pros*^*PSG*^*-GAL4* driven *gcm*^*RNAi-1*^, *repo*^*RNAi-1*^, and *Oli*^*RNAi-1*^ lines indicate that all three factors are required in CCs for full PR activity. **(C)** Relative PR activity (solid bars) and relative “on” transient measurements (striped bars) from heterozygous or homozygous *repo*^*1*^ animals, or *pros*^*PSG*^- (CC-), *repo*- (glia-), and *otd*^*1*.*6*^- (PR-) GAL4 lines driving *gcm*^*RNAi-1*^, *repo*^*RNAi-1*^, *Oli*^*RNAi-1*^, and the *Rh1/ninaE*^*RNAi-1*^ flies (n = 5 flies, 5x5sec light flashes each). “on” transients were calculated as the ratio of the “on” transient strength to the maximal PR response (see Methods and S4C Fig). *N*.*B*. We did not detect the early reversed polarity phenotype initially reported in very young *repo*^*1*^ flies (<1 d old [78]), but instead observed the phenotypes observed with older *repo*^*1*^ flies [97]. **(D)** Relative “on” transient size from each of 5 light pulses from control and *pros*>*Oli*^*RNAi-1*^ flies tested for significance by 1-way ANOVA. Error bars = SEM, * p<0.001.

We next examined our larval, pupal, and adult CC transcriptomic data for the presence of orthologous factors that, like *pros/Prox1* and *Pax2*, are commonly associated with gliogenesis in the vertebrate nervous system. This analysis showed transient expression of the transcription factors *Olig1*,*2/Oli*, *Rx/Rax*, *Hes1/dpn*, *Hes5/E(spl)*, *Hey2/Hey*, *Lhx2/ap*, and *Vsx2/Vsx2* in larval and pupal, but not adult, CCs (Fig 3A). 

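Several of these genes were higher in larval and in pupal CCs than in adult CCs. The bHLH repressor genes dpn and Hey, both targets of Notch in neural precursors and their progeny, were at log2 levels of 8.72 and 7.61 in larval CCs, 4.50 and 3.87 in pupal CCs, and 0.77 and 0 in adult CCs. E(spl)m5-HLH, the gene of the E(spl) complex in Fig 3A, was at 5.49, 4.04 and 1.36. The LIM homeodomain gene ap was at 8.40, 9.47 and 5.05, so that it was still at 32 units or more in adult CCs. Rx, a retinal homeobox gene, was at 1.58, 1.63 and 2.05, close to the lowest values that are listed. The 9 measured transcription factor genes of Fig 3A had a median difference of -2.97 between adult and pupal CCs and -0.70 between pupal and larval CCs. The paper describes the course of most of them from these same libraries, so no comparison with random lists is given.
In a list of 11 neuroblast genes, drawn up after dpn, wor, ase and nerfin-1 had been seen, 9 were highest in larval CCs and 7 were listed at 0 in PRs. The Snail-family gene wor was at 8.94 in larval and 3.63 in pupal CCs, and the proneural gene ase at 8.06 and 5.91. The median of the list was -2.08 between pupal and larval CCs and 1.92 between adult CCs and PRs (94.9th percentile). Of 12 genes of dividing cells, 10 were lower in pupal than in larval CCs, among them PCNA, a DNA replication factor, at 9.21 and 5.16, with a median of -2.81.

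**Figure D2:**
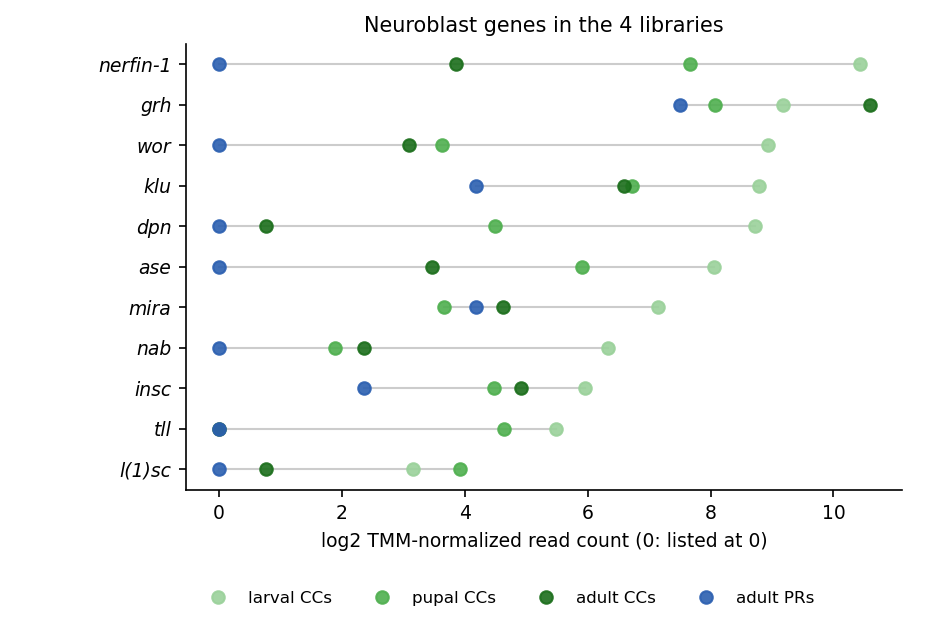
Log2 TMM-normalized read counts of 11 neuroblast genes in larval, pupal and adult CCs (light to dark green) and adult PRs (blue), 1 library each, with a line over the range of each gene. The larval value is the highest for 9 of the 11 genes.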

*Oli* expression was also specifically detected in PRs, consistent with previous studies reporting fly and vertebrate Oli gene expression in both early neural progenitors and specified neurons [86–89]. 

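Oli, which encodes a bHLH protein of motor neurons, was at a log2 level of 3.90 in adult PRs and 1.29 in adult CCs, against 5.81 in larval and 5.54 in pupal CCs. On the linear scale this is 14.9 units in PRs and 2.44 in adult CCs. The difference between PRs and adult CCs, -1.56 with 4 units added to both values, was under the 2 that the rule asks for, and 14.9 units lie under its 32. Without the added units the difference is larger. The fall of Oli from pupal to adult CCs, -2.97, passed the rule.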

Further, we detected *Sox100B* expression in pupal and adult (but not larval) CCs (Fig 3A, S1 Table), similar to the later onset of expression found for its ortholog *Sox9* in vertebrate retinal glia [90,91]. These findings hence revealed that the developing CCs of the *Drosophila* compound eye express multiple, deeply conserved gliogenic factors.

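Sox100B, the fly gene of the SoxE group, was listed at 0 in larval CCs and in adult PRs and was at log2 levels of 1.82 in pupal and 2.51 in adult CCs. These are 3.54 and 5.69 units on the linear scale, at the 14.9th and 22.7th percentiles of the genes above 0 in pupal and adult CCs. Neither value is near the 32 units of the rule, and the step from pupal to adult CCs was 0.36 on the log2(value + 4) scale. If the estimated size of 1 read holds, a gene listed at 0 in a CC library has at most about 1 read. Sox100B was thus not detected in larval CCs.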

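A list of 12 genes that mark glial development or function in vertebrates, was fixed before the data were examined, but it holds genes that the paper plots from these libraries, such as pros and Gs2. Of its 10 measured members, 2 were higher and 0 lower in pupal than in larval CCs, with a median of 0.44 (65.1st percentile of matched random lists), and 3 were higher and 4 lower in adult than in pupal CCs, with a median of -0.50 (12.4th percentile). With equal library totals these medians were 0.15 and -1.05. Of 20 genes of the Notch pathway and its E(spl) targets, which act in CC fate, 6 were lower in pupal than in larval CCs and 5 lower in adult than in pupal CCs by the rule, 0 were higher at either step, and 14 and 15 did not pass it. The list had medians of -1.42 from larval to pupal CCs and -1.64 from pupal to adult CCs, both below every matched random list. It too holds genes that the paper describes as transient from these libraries, such as Hey, so these places are not independent support. The bHLH repressor gene E(spl)m8-HLH was at 9.29 in larval and 5.68 in pupal CCs and was listed at 0 in adult CCs, and E(spl)mdelta-HLH was at 8.05, 6.86 and 0.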

To functionally test whether candidate gliogenic genes besides *pros* and *Pax2* are required in CCs for PR support, we focused on *gcm* and *repo* as *bona fide Drosophila* glial factors, and *Oli*, a known gliogenic gene in vertebrates and *C*. *elegans* [89,92–94], but whose function in *Drosophila* has thus far only been analyzed in motor neuron development [86]. Applying the same targeted RNAi /ERG strategy as above, we tested two independent RNAi lines for each candidate gene, each pair yielding comparable results (S3A Fig). Cone cell specificity was tested using either pan-photoreceptor (*otd*^*1*.*6*^-GAL4) [95] or pan-glial (*repo*-GAL4) [96] drivers. All *gcm*, *repo*, and *Oli* RNAi knockdowns developed eyes with a normal appearance of external lens facets and DPPs, indicating that similar to *pros*, depletion of these factors in the eye does not demonstrably affect cell type specification or ocular morphogenesis.

ERG recordings from either *gcm* or *repo* CC knockdown animals (*pros>gcm*^*RNAi*^, *pros>repo*^*RNAi*^) revealed a similar phenotype as *pros>pros*^*RNAi*^ flies: a significant reduction in PR activity (~60% below control values) (Fig 3B and 3C; S3A and S5 Figs) and no detectable changes in normalized transient sizes (S3C and S3D Fig). These results are consistent with *gcm* and *repo* lying downstream of *pros* in subsets of other developing glia [40,42,44,49]. A similar *repo*-dependent reduction in PR activity was previously reported for viable adult *repo*^*1*^ hypomorphs [78,97]. Notably, however, unlike our CC knockdowns of *repo*, *repo*^*1*^ mutants also exhibit reduced “on” transients [78,97] (Fig 3C), suggesting defects in optic lobe glia. To validate the effectiveness of our *repo*^*RNAi*^ approach, we 1) confirmed that Repo protein levels in *pros*>*repo*^*RNAi*^ knockdown ommatidia were specifically reduced in CCs (S4F Fig), and 2) knocked down *repo* in all glia using *repo*-GAL4. In agreement with studies using null *repo* alleles, *repo*>*repo*^*RNAi*^ animals raised at our normal experimental conditions (25°C) showed early lethality, further confirming efficient *repo* knockdown [77,79]. In addition, knocking down *repo* later during eye development, making use of the temperature-sensitivity of GAL4 (see Methods), led to both *repo*^*1*^-associated phenotypes [97]: reduced PR activity and “on” transients (Fig 3C; S3B–S3D Fig). Other cell specificity control experiments showed that PR-specific *repo*^*RNAi*^ expression had no effect on ERG activity, while PR knockdown of *ninaE*/*Rh1* (the primary opsin contributing to ERG activity) reduced PR activity by >90% and CC knockdowns of *Rh1* showed no changes in PR activity (Fig 3C; S3A Fig). Combined, these data indicate that *gcm* and *repo* are required during CC development to promote support function(s) in the adult retina whereas *repo*-positive cells outside of the retina support “on” transient activity.

Like *pros*, *gcm*, and *repo* knockdowns, ERG recordings of *Oli* CC knockdowns also showed a reduction in overall PR depolarization (~40% of control levels) (Fig 3B). In marked contrast to these other knockdowns however, *Oli*^*RNAi*^ CC knockdown flies also showed a reduction in the average “on” transient responses (Fig 3C and 3D; S3B Fig). Further analysis of this outcome revealed a light-pulse dependent decay of the transient size (Fig 3D, S3D Fig), a phenotype not observed with any of our other CC knockdowns. Selective knockdown of *Oli* in PRs on the other hand, resulted in ERG traces comparable to control animals (Fig 3C; S5A Fig). These combined results suggest that the transient expression of *Oli* specifically in *Drosophila* CCs regulates developmental networks required for neuronal activity and sustained neurotransmission in neighboring PRs.

### Drosophila cone cells are enriched in fly glia-associated genes

To further probe the potential glial properties of CCs, we first identified the top 1000 most enriched genes expressed in developing, differentiating, and mature CC gene sets (larva, pupal, and adult CCs, S2 Table). We then compared these CC-enriched gene sets with 109 genes previously identified in a genetic screen for roles in *Drosophila* glial differentiation (http://www.sdbonline.org/sites/fly/aimorph/glia.htm) [98] (S3 Table). Such analysis revealed that 49% (53/109) of these genetically-defined glial genes are prominent in at least one stage of CC development. These included factors known to function downstream of *pros*, *gcm* and *repo* (e.g. *pnt*, *loco*, *and unc-5*) and cell adhesion molecules commonly associated with glia (e.g. *wrapper*, *gliotactin* (*Gli*), *neurexin IV* (*NrxIV)*, and *Contactin (Cont))* (Fig 4A) [40,77,82,99–105].

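Each library was ranked against the mean of the other 3, since the whole-fly data that the paper used as its reference are not used here. Of the 109 genes, 0 were then in the top 1000 of all 3 stages. The reference of each CC stage includes the other CC stages, so a gene high at every stage is held down in each ranking. That 0 therefore does not show that no glial gene was prominent throughout. In the top 1000 of at least 1 CC stage were 55 of the 109 genes (50.5%). Random lists of 109 genes matched on mean expression had a median of 41, and 55 lay at their 99.9th percentile, computed for this setting only. The count was 42 with the top 500 genes, 74 with the top 2000 and 39 with a ranking by log2 difference. By level, 94 of the 109 genes were at 32 units or more in at least 1 CC library, with 87 in larval CCs, 85 in pupal CCs, 72 in adult CCs and 70 in adult PRs.
The genes peaked at different stages: among the CC libraries, 30 were highest in larval, 34 in pupal and 44 in adult CCs, and 1 was listed at 0 in all 3. These counts hold for the deposited scaling only. Equal library totals multiply larval values by 1.56, pupal by 1.26 and adult CC values by 0.708, which moves some peaks away from the adult stage. The peaks were not recounted with that scaling or set beside those of all genes. The pannexin-like gap junction gene ogre was at log2 levels of 10.65 in larval, 8.65 in pupal and 9.54 in adult CCs. Lac, a gene of septate junctions, was highest in pupal CCs at 11.48, against 9.68 and 10.40 in larval and adult CCs. The perlecan gene trol stood at 8.92, 9.31 and 15.42, the largest rise from pupal to adult CCs in this list. Over all measured genes of the list, 9 were higher and 18 lower in adult than in pupal CCs, and 3 higher and 6 lower in pupal than in larval CCs. The medians, 0.10 (36.3rd percentile) and 0.06 (4.12th percentile), turned to -0.71 and -0.24 with equal library totals.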

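The genes named here followed different courses over the 3 stages. The Ets factor gene pnt was at log2 levels of 9.07 in larval, 7.98 in pupal and 6.67 in adult CCs, and neither step reached a 4-fold difference. The netrin receptor gene unc-5 was at 9.62, 8.88 and 3.92, and its last step, with a difference of -4.63, passed the 4-fold rule. The RGS protein gene loco hardly differed between the stages, at 7.55, 7.48 and 7.43, and was at 3.73 in PRs. The immunoglobulin-family gene wrapper rose at both steps by the rule, from 0.84 to 5.46 and 8.41, and was at 0.73 in PRs. The septate junction genes Gli, Nrx-IV and Cont were at 8.26, 10.35 and 10.33 in larval CCs, 6.44, 10.40 and 9.94 in pupal CCs, and 7.07, 9.28 and 10.77 in adult CCs. None of their steps between stages reached a 4-fold difference. In PRs they were at 5.09, 7.35 and 8.52, and of the 3 only Cont, with a difference of 2.24, was higher in adult CCs than in PRs by the rule.
Ranked against the mean of the other 3 libraries, pnt, Gli, unc-5, Nrx-IV and Cont were in the larval top 1000. The pupal one held unc-5 and Nrx-IV, and the adult one wrapper and Cont. In this ranking loco was 1129th, 1919th and 2621st in larval, pupal and adult CCs and was in none of these sets. By level within each library it lay at the 87.4th, 85.2nd and 82.8th percentiles of all genes.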

**Fig 4:**
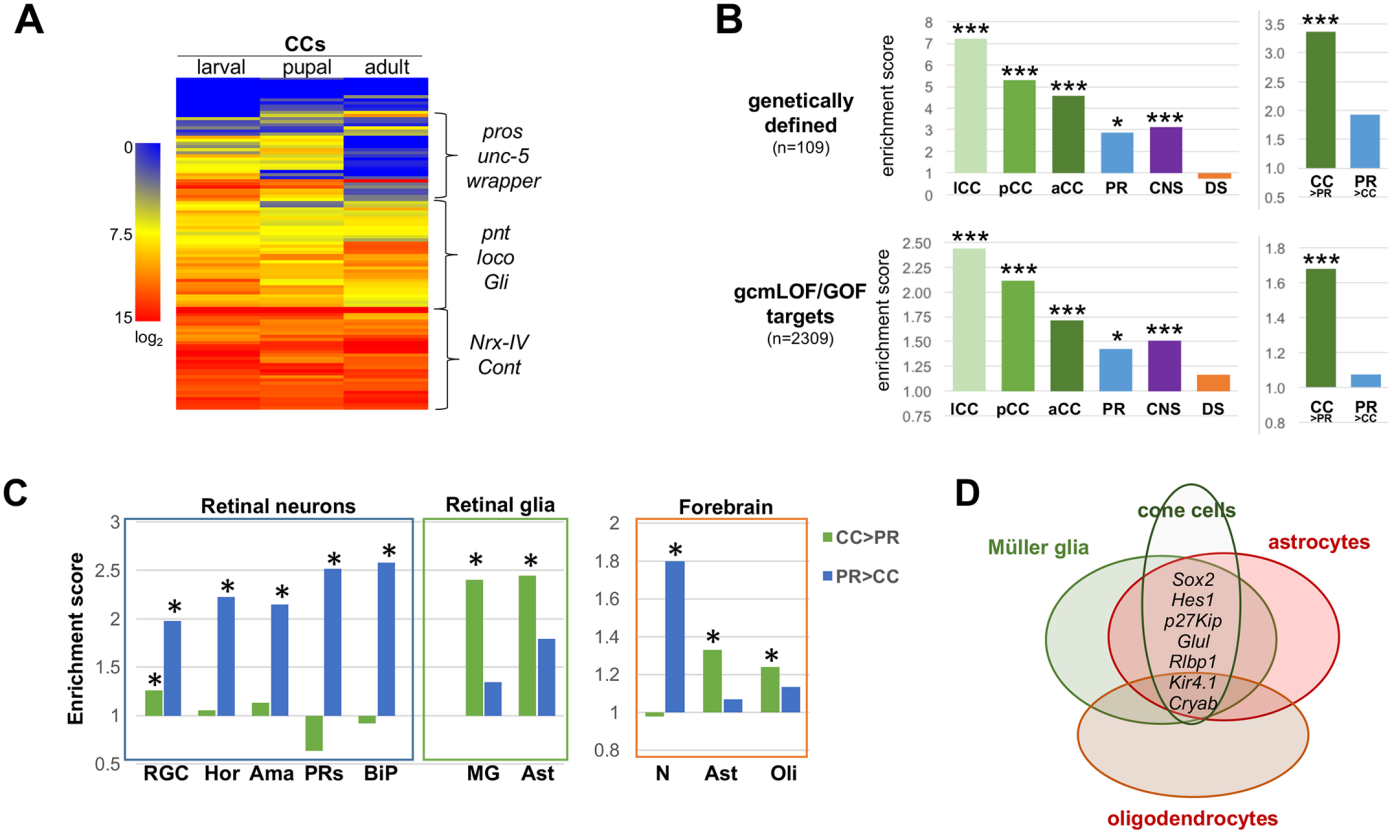
Transcriptome comparisons with Drosophila cone cells/photoreceptors and glial/neuronal cell populations. **(A)** Heatmap of TMM-normalized log_2_ expression levels from larval, pupal and adult CCs for 109 genetically-identified factors involved in fly glial differentiation (http://www.sdbonline.org/sites/fly/aimorph/glia.htm) [98]. Examples of genes that cluster based on different expression dynamics or levels are indicated by brackets. **(B)** Relative overlap of genes present in different cell and tissue types [1000 genes with highest relative expression] in larval, pupal, and adult CCs (green), PRs (blue), mature nervous system (purple), and mature digestive system (orange)] with 109 “glial” genes [98] or 2309 *gcm* downstream factors [those deregulated in both loss- and gain-of-function *gcm* experiments [84]]. Separate analysis (right panels) using the 1000 most CC- vs. PR-enriched sets (CC>PR, PR>CC) shows specific enrichment for glial genes in CCs but not PRs. Enrichment = actual number of overlapping genes/expected number of overlapping genes; *p<0.02, ** p<0.002. **(C)** Relative enrichment values (as in **B**) for Drosophila CC vs PR-enriched genes analyzed for overlap with murine retinal and forebrain neuronal and glial cell types. **(D)** Venn diagram representing commonly associated glial genes between cone cells, Müller glia, astrocytes, and oligodendrocytes.

To assess the cellular specificity of glial gene expression in CCs, we constructed corresponding enriched gene groups derived from adult PRs (from this study) and publicly-available central nervous system (CNS) and digestive system (DS) RNA-seq data sets (see Methods). When compared to the 109 glial genes analyzed above, larval CCs showed the highest enrichment, followed by pupal CCs, adult CCs and the CNS (Fig 4B). 

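Against the mean of the other 3 libraries, the top 1000 genes of larval CCs held 30 of the 109 glial genes, those of pupal CCs 19, those of adult CCs 19 and those of adult PRs 8. By chance, 7.30 would be expected for every set, so the ratios were 4.11, 2.60, 2.60 and 1.10. The 109 genes are well expressed as a group, and random lists matched on mean expression already shared a median of 15 genes with the larval set, 14 with the pupal set, 19 with the adult CC set and 15 with the PR set. Beside these, the larval overlap lay at the 100th percentile, the pupal one at the 89.1st, the adult CC one at the 53.3rd and the PR one at the 1.17th.
Among the larval 30 were N, the gene of the Notch receptor, at a log2 level of 10.77 in larval CCs, and the zinc finger gene ham at 8.48, and also pros and Hey. Genes of dividing cells also marked the larval library, where the kinase gene polo was at 9.23 against 6.24 in pupal CCs, as did neuroblast genes, in a list drawn up after some of its genes had been seen. Among the adult CC 19 were the neuroglian gene Nrg at 10.92 and the lectin gene glec at 10.66. The PR set held Fas1, a fasciclin gene, at 13.39 in PRs, and the ARID-domain gene retn at 10.59. The paper's larval, pupal and adult sets were ranked against whole-fly data, so these ratios answer a narrower question, that is, which library of the 4 held more of the 109 genes. The order also moved with the ranking: with the difference of log2(value + 4) in place of that of square roots, the ratios were 1.64 for pupal CCs and 1.23 for adult CCs and for PRs. The low place of PRs was lost with it, at the 33.6th percentile, and with the top 500 genes, at the 19.4th.

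**Figure D3:**
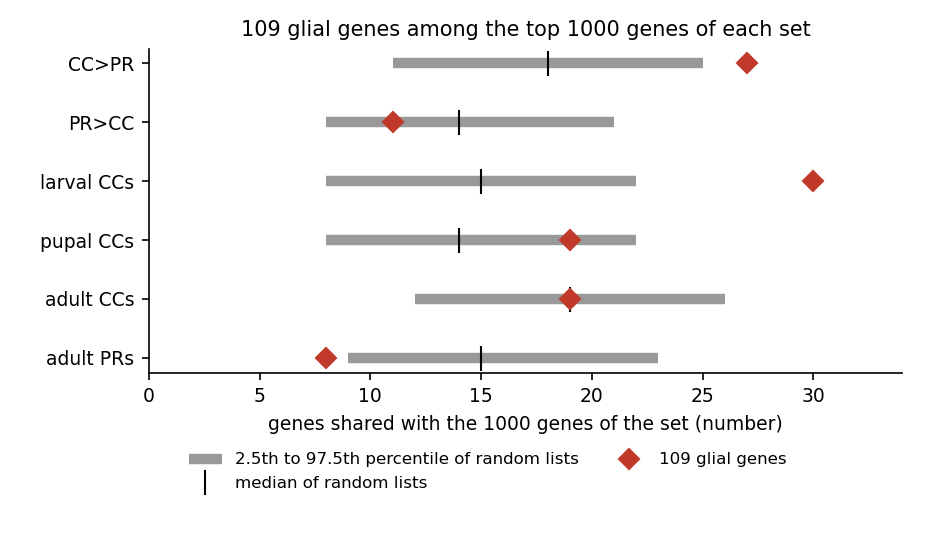
Number of the 109 glial genes (diamonds) among the top 1000 genes of 6 sets, with the middle 95% (grey bars) and the median (black ticks) of 10000 random lists matched on mean expression. The larval CC set shares 30 genes and the CC>PR set 27, above their bars, and the PR set shares 8, below its bar with this ranking and number of genes.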

Of the neural cell populations analyzed, PRs showed the least significant enrichment, while consistent with its non-neural origin, the DS showed no significant enrichment. Similar enrichment patterns were observed when these samples were compared with 2309 *Drosophila* genes regulated by *gcm* in both loss- and gain-of-function paradigms [84] (Fig 4B, S3 Table). Finally, comparison of the top 1000 genes most differentially expressed between adult CCs and PRs with both *Drosophila* glial gene sets showed a significant enrichment of CC-, but not PR-specific, genes (Fig 4B). 

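The 1000 genes ranked highest in adult CCs over PRs held 27 of the 109 glial genes, and those ranked highest in PRs over adult CCs held 11. The ratios to the number expected by chance were 3.70 and 1.51. Among random lists matched on mean expression, 27 lay at the 99.3rd percentile (median 18) and 11 at the 18.2nd (median 14). The larger overlap depended on the setting: its percentile was 92.5 with the top 500 genes, 93.2 with the top 2000, 94.2 with a ranking by log2 difference, and 96.5 with equal medians. By level, 20 of the 89 measured glial genes were higher and 5 lower in adult CCs than in PRs, with a median of 0.78 at the 76.1st percentile, which was 0.34 with equal library totals and 0.27 with equal medians.
The 27 genes included the innexin gene Inx2, a gap junction gene, at log2 levels of 11.16 in adult CCs and 8.07 in PRs, dpp, a BMP-family ligand gene, at 9.59 and 5.73, and the activin-like ligand gene daw, at 6.70 and listed at 0 in PRs. The 11 genes included gish, a casein kinase gene, at 10.38 and 12.14. The paper's own sets in S4 Table shared 979 genes (CC>PR) and 959 genes (PR>CC) with these, and held the same numbers of glial genes, of which 26 and 11 were the same genes.
Other lists were measured in the same 2 libraries. Septate junction genes had a median difference of 1.86 over 15 genes (99.3rd percentile), but this list shares Gli, Nrx-IV, Cont, Lac, Nrg and others with the 109 genes and is not independent of them. It includes the claudin-like gene kune at 7.17 in adult CCs and 0.73 in PRs. Notch pathway genes, which share N and Hey with the 109, had a median of 1.89 over 14 genes (99.5th percentile). Synaptic genes had a median of -4.63 over 16 genes, of which 13 were lower in adult CCs, such as the synaptobrevin gene nSyb at 7.39 and 13.80. Markers of 2 cell types from outside the retinal epithelium were measured as well: hemocyte genes had a median of 2.22 over 7 genes (95.4th percentile), with Hml at 7.23 and 2.32, and muscle genes 2.16 over 5 genes (88.0th percentile). From the overlaps with both glial gene sets, the paper concludes that genes specific to CCs, and not those specific to PRs, are enriched for glial genes.

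**Figure D4:**
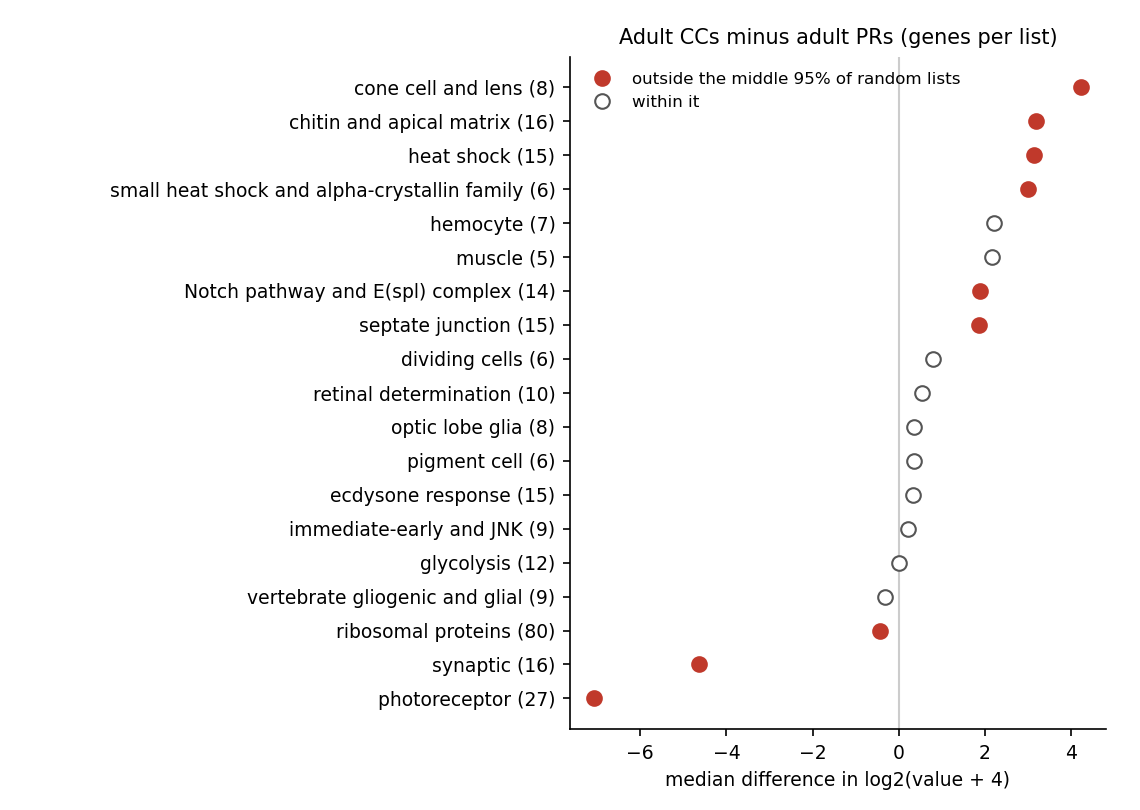
Median difference in log2(value + 4) between adult CCs and adult PRs for 19 gene lists, with the number of measured genes in brackets; filled points lie outside the middle 95% of 10000 random lists matched on mean expression. The cone cell and lens list, which holds genes the paper names from this library, lies highest at 4.24 and the photoreceptor list lowest at -7.06; the medians of the pigment cell, optic lobe glia, ecdysone response, and immediate-early and JNK lists turn negative under another scaling of the libraries.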

Combined, these molecular analyses indicate that fly CCs are specifically enriched for a broad panel of fly glia-associated gene products.

### Adult fly cone cells share molecular signatures with vertebrate glia

Having established the expression of many developmental factors associated with vertebrate gliogenesis in developing *Drosophila* CCs, we next tested for overlap of our adult CC- and PR-specific gene sets with published glial- or neuronal-restricted effector genes from postnatal mouse retina and forebrain [106–108]. This analysis revealed that mouse orthologs of genes highly expressed in fly PRs were significantly enriched in all mouse neuronal cell populations analyzed, while those genes expressed in fly CCs showed the highest enrichment for murine astrocytes and Müller glia (Fig 4C). Lower but significant enrichment was also observed between CCs and oligodendrocytes as well as retinal ganglion cells (Fig 4C). Consistent with an enrichment of Müller glia and astrocyte genes in CCs, several common astroglial markers showed overlap among these three cell populations, including *Sox2*, *Hes1*, *Cdkn1(p27Kip)*, *Glul(GS)*, and *Rlbp1(CRALBP1)* (Fig 4D, S5 Table). In addition, the Kir4.1 inward rectifying potassium channel (*Kcjn10*) and the chaperone *Cryab* were shared among the CC-, Müller glia-, astrocyte- and oligodendrocyte-enriched gene sets (Fig 4D, S5 Table). These data suggest that fly retinal CCs share molecular signatures with Müller glia, astrocytes, and to some degree, oligodendrocytes.

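S4 Table holds only fly genes already chosen in these libraries as the top 1000 of CC>PR or of PR>CC, so the direction of each gene paired here with a mouse marker follows from that choice. SoxN, a SoxB transcription factor gene paired with Sox2, was at a log2 level of 10.85 in adult CCs and 7.05 in PRs. The bHLH repressor gene h, paired with Hes1, was at 8.90 and 6.30, and dap, the cyclin-dependent kinase inhibitor gene paired with Cdkn1 genes, at 9.33 and 6.51. All 3 passed the 4-fold rule, as did the glutamine synthetase gene Gs2, paired with Glul, with a difference of 2.51. Among the fly genes paired with the retinaldehyde-binding protein gene Rlbp1, CG3091 was at 9.05 and 6.05 and CG1902 at 8.42 and 5.84, both higher in adult CCs by the rule, while pinta was at 3.84 and 7.59 and lower. In the ranking of adult CCs over PRs, SoxN was 133rd, dap 457th, CG3091 512th, h 634th and CG1902 810th, and pinta was 492nd in the opposite ranking.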

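Irk1, an inward rectifier potassium channel gene paired with Kcnj10 in S4 Table, was 129th in the ranking of adult CCs over PRs, with a difference of 5.68 on the log2(value + 4) scale. Irk2, paired with the same mouse gene, was 515th in the opposite ranking, with a difference of -2.80. Of the small heat shock genes paired with Cryab, Hsp27 was 64th, Hsp26 116th and Hsp23 142nd in adult CCs over PRs. All 3 passed the 4-fold rule, with differences of 5.15 for Hsp27, 3.52 for Hsp26 and 5.10 for Hsp23.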

### Fly cone cells provide ion and energy support for PRs via established glial effector genes

To functionally test for potential glial homeostatic functions in CCs, we focused on a subset of 11 candidate effectors: α- and β-subunits of the Na/K-ATPase (a.k.a. the Na+ pump), K-inward rectifying channels (*Kir2*.*1/4*.*1* homologs), lactate dehydrogenase (*dLdh/Impl3*), glucose transporter 1 (*Glut-1*), the excitatory amino acid transporters *Eaat1/Glast and Eaat2/Glt-1*, and the glutamate-ammonia ligase glutamine synthetase (*GS2*) (Fig 5A). Notably, these genes promote three important support functions that are conserved in the insect and vertebrate retina—ion balance, energy homeostasis, and glutamate recycling [109]. In addition, these genes are commonly used to identify vertebrate glial types, including Müller glia, astrocytes, and oligodendrocytes. Based on our transcriptome analysis, orthologs for each of these factors were expressed at relatively high levels in adult CCs (Fig 5B). Also, because fly PRs are histaminergic and the CC-generated pseudocone serves as a reservoir for the histamine-associated metabolites β-alanine and carcinine, we analyzed β-alanine synthase/β-ureidopropionase (*Drosophila pyd3*/vertebrate *UPB/BUP1*), a deeply conserved factor necessary for histamine recycling, pyrimidine and vitamin B biogenesis, energy production, and antioxidant production [110–112]. 

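Counts were not divided by gene length, so a long gene ranks higher than a short one at equal expression, and the percentiles below compare read counts. In adult CCs, 10 of these 11 effector genes lay above the median of the genes listed above 0, 7 of them above the 70th percentile, and 9 were at 32 units or more. Gs2, the glutamine synthetase gene, and Atpalpha, the catalytic subunit gene of the sodium pump, were at log2 levels of 13.69 and 12.69, the 99.9th and 99.6th percentiles. The potassium channel gene Irk1 was at 10.37 (96.4th percentile), and the sodium pump subunit genes nrv2 and nrv3 were at 9.24 (91.6th) and 7.19 (75.5th). The glucose transporter gene Glut1 was at 7.00 (73.8th) and the lactate dehydrogenase gene Ldh at 6.03 (64.6th). The glutamate transporter genes Eaat1 and Eaat2 were at 6.75 (71.7th) and 5.49 (58.4th). Irk2 was at 4.87 (51.0th) and Irk3 at 0.98 (7.17th).
Across the libraries, 4 of the 12 genes of Fig 5, pyd3 included, were highest in adult CCs and 6 in adult PRs. Against PRs, Irk1, Gs2 and Ldh were higher by the 4-fold rule, at 4.44 and 11.18 in PRs for Irk1 and Gs2, and listed at 0 there for Ldh. Lower by the rule were nrv3, at 12.74 in PRs, Eaat2 at 12.55 and Irk2 at 7.83. The median difference of the 11 measured genes was -0.32 (6.86th percentile of matched random lists), or -0.60 with equal library totals and -0.82 with equal medians. From larval to pupal CCs the median was 1.63 (99.5th percentile, or 87.8th without a filter on low values), with Gs2 at 0.84 and 5.66. By the rule 4 effector genes were higher at this step and 1 was lower, with a difference of -3.13. From pupal to adult CCs the median was 0.95 (90.8th percentile), or 0.20 with equal library totals. Of 10 neuronal genes, a list formed after the data were seen, 4 were higher in pupal than in larval CCs and 6 did not pass the rule, with a median of 1.95, and nrv3 and Eaat2, the latter at 5.21 and 8.08, were among the effectors that passed the rule at this step.

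**Figure D5:**
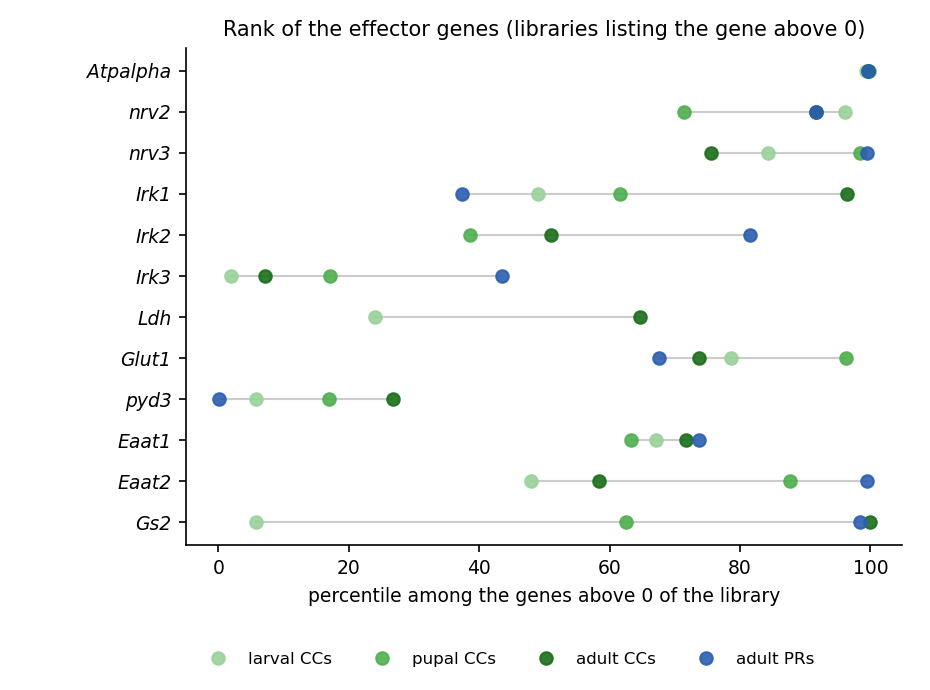
Percentile of the 12 effector genes among the genes above 0 in each of the 4 libraries: larval, pupal and adult CCs (light to dark green) and adult PRs (blue), where a library listing the gene at 0 has no point. In adult CCs 10 of the 12 genes lie above the 50th percentile of read counts not divided by gene length.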

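The transcript of pyd3 (FBgn0037513), the gene of the beta-alanine synthase, was low in all 4 libraries. It was at a log2 level of 2.89 in adult CCs, 2.01 in pupal CCs, 0.84 in larval CCs and 0.05 in adult PRs. In adult CCs this is 7.40 units on the linear scale, at the 26.8th percentile of the genes above 0. The difference between adult CCs and PRs, 1.18 with 4 units added to both values and larger without them, did not pass the rule, and the values lie under its 32 units.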

Again, 2 independent RNAi lines were tested for each gene, both showing comparable effects on PR activity (S3C Fig). Cell-specific knockdowns for a subset of factors was confirmed by immunostaining (S6 Fig), and adult eyes from each CC knockdowns lacked detectable external defects in lens or PR morphogenesis.

**Fig 5:**
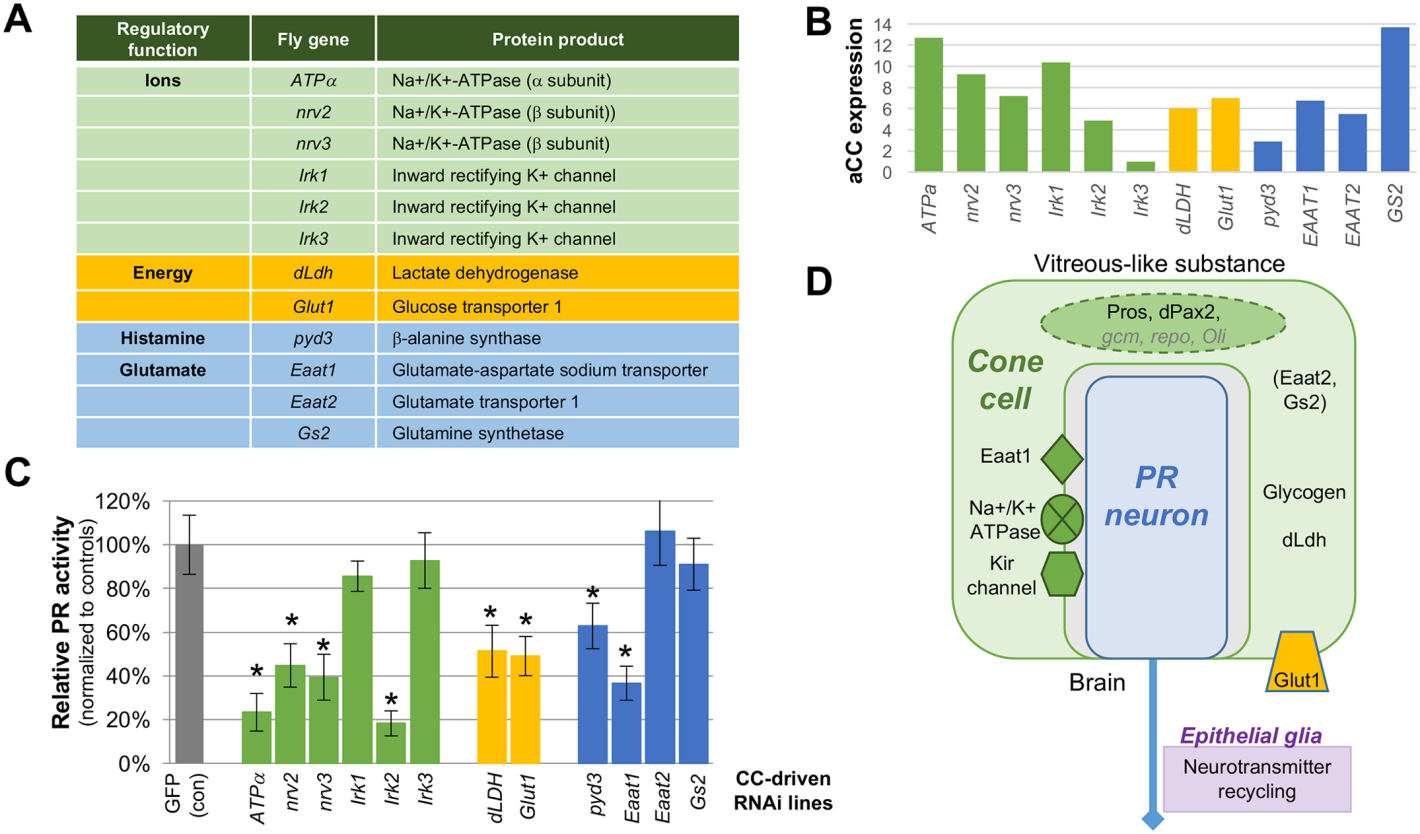
Functional dependence of cone cell-expressed glial effectors on photoreceptor physiology. **(A)** Table of 12 conserved glial genes tested for CC-dependent PR activity support functions. **(B)** TMM-normalized RNA expression levels of candidate genes from (C) in adult cone cells. **(C)** Relative PR activity (normalized to day-matched controls, +/- SEM) for CC knockdowns with *pros*^*PSG*^-GAL4 (*p<0.001). Eight show significant reductions in PR activity, including those that are typically associated ion maintenance (*Atpα*^*RNAI-1*^, *nrv2*^*RNAI-1*^, *nrv3*^*RNAi-1*^ and *Irk2*^*RNAi-1*^), metabolism (*dLDH*^*RNAi-1*^ and *Glut1*^*RNAi-1*^) and histamine and glutamate recycling (*pyd3*^*RNAi-1*^ and *EAAT1*^*RNAi-1*^). Four (*Irk1*^*RNAi-1*^, *Irk3*^*RNAi-1*^, *EAAT2*^*RNAi-1*^ and *GS2*^*RNAi-1*^) were statistically similar to controls. **(D)** Schematic of the glial factors expressed in and required by CCs for supporting retinal integrity and function. The transient expression of *gcm*, *repo*, and *Oli* are reflected by lighter font. Parentheses indicate glial factors with abundant mRNA expression in CCs, but whose function was not defined here. The role of epithelial glia in neurotransmitter recycling, a synaptic event that occurs in the brain and which we found to be genetically separable from CCs, is also noted.

CC knockdowns for the subunits for the Na+ pump (*ATP*α, *nrv2*, *nrv3)*, as well as the Kir channel *Irk2* resulted in significantly reduced PR responses relative to controls (Fig 5C). In contrast, knockdown of *Irk1* or *Irk3* showed ERG recordings comparable to controls (Fig 5C). CC knockdowns of energy-promoting factors *dLdh* and *Glut1* each led to a ~50% reduction in overall PR responses (Fig 5C; S3C Fig). And finally, CC knockdown of *Eaat1* or *pyd3* led to a significant reduction in PR activity, while *Eaat2* or *Gs2* CC knockdowns showed control levels of PR activity (Fig 5C; S3C Fig). We did not detect significant changes in averaged “on” transient size for any of the effector genes tested (S3B and S3D Fig). Combined, these data demonstrate that CCs require multiple but distinct glial effectors to specifically promote PR neuronal activity.

## Discussion

The multifunctional roles played by glia to support neuron development, activity, and integrity are best characterized in vertebrates, where subtypes as diverse as astrocytes, oligodendrocytes, radial glia, tanycytes, and microglia perform specific subsets of these specialized developmental and homeostatic functions [8,9,11,12]. In the invertebrate nervous system, fewer but similar accessory and supportive glial cell types have been recognized [15,113–115]. Yet the degree to which fly glial types relate to vertebrate glial lineages requires further study [4,116]. Drawing on molecular, genetic, and physiological evidence, our studies document a novel class of invertebrate glia, the CCs of the *Drosophila* compound eye. The further discovery, using genome-wide transcriptome analysis, that CCs share molecular and functional fingerprints with vertebrate glial types like Müller glia and astrocytes opens the door to non-invasive high-precision analyses of glia-neuron interactions in *Drosophila*. Moreover, our findings offer new insight on the evolution of deeply conserved gene networks (“character networks”) [117] that are important for both vertebrate and invertebrate support cells.

### “Glial character networks”

Recent advances in evolutionary biology have come to recognize deeply conserved gene networks [117] (also termed “kernels” [118] or “character identity networks” [119]) as a valuable means to detect and explore structural and functional homologies among tissues and cell types across animal phyla [120–122]. In the current study, we have identified several support roles that cone cells provide to their neighboring retinal neurons. Such roles include ionic and metabolic homeostasis, identified through functional tests of classic glial effectors such as the Na+/K+ ATPase, Kir channels, Eaat1, Ldh, and Glut-1. Our study complements seminal work in the honeybee compound eye, which based on electrophysiological and histological findings, already predict the use of such factors in undefined “retinal glia” [26,109]. More recent genetic studies in *Drosophila* demonstrated that interommatidial pigment cells mediate other support roles, including neurotransmitter storage, visual pigment recycling, and lipid peroxidation [18,24]. Combined with the present findings, these data suggest that both accessory cell types in the insect compound eye—CCs and interommatidial pigment cells—serve glial functions that resemble the overlapping support roles of Müller glia and the retinal pigmented epithelium in the vertebrate retina [7,123].

Complementing the homeostatic functions performed by CCs, our studies further reveal at least three genetically distinct transcriptional inputs that are pertinent to CC-dependent retinal support. Knockdowns for *pros*, *gcm*, and *repo*, for instance, show a requirement for this known gliogenic network in supporting PR activity, whereas *Pax2* is critical for establishing proper retinal structure, and *Oli* is necessary for sustaining neurotransmission and PR activity. Other cell-selective knockdowns suggest that *repo*-positive optic lobe glia, but not CCs, promote histaminergic neurotransmitter recycling (Fig 3C). Notably, while most mature fly glia express Repo, a subset of glia/support cells in peripheral sense organs (sheath, or thecogen, cells) are Repo-negative [77–79,124], yet express both Pros and Pax2 [45,51–53,125–129], much like mature CCs. Moreover, although previous studies on *Drosophila Oli* suggest that this factor—known to participate in gliogenesis in *C*. *elegans* and mice [87,88,94]—was not involved in fly gliogenesis, these conclusions were based on the restricted study of Repo-positive glia [86]. Our finding that *Oli* is an important transiently expressed transcription factor in CCs raises the possibility that this gene could be more generally important in insect glia than previously recognized. Further, given that the *repo* gene has been lost in the vertebrate lineage [130], while *pros*, *Pax2* and *Oli* play deeply conserved glial functions [40,43,47,48,50,51,89,94,131], further examination of roles and the interplay among this ensemble of factors in fly CCs offers a system to uncover both lineage-specific and more deeply conserved “glial character networks” required for promoting neuronal support cell functions. Indeed, interesting context-dependent cross-talk has already been shown for *Prox1* and *Olig* factors during vertebrate neurogenesis [132], and ocular morphometric phenotypes are observed in patients with mutations in *Pax2* [46,133].

### Similarities between insect cone cells and vertebrate glia

In addition to defining a general glial-nature for CCs, the data presented here and elsewhere reveal a striking number of commonalities between insect CCs and vertebrate Müller glia at the developmental, structural, molecular, and functional levels. Many of the support functions identified here in CCs are common to other glial cell types across the nervous system. Nevertheless, both CCs and Müller glia represent specialized macroglial cells that specifically serve retinal neurons. Thus, highlighting these key common features provides a useful framework to further understand shared features with other glial subpopulations.

Developmentally, both CCs and Müller glia are intrinsic to the retina, and adopt their non-neuronal fate from a pool of equipotential neurogenic precursor cells via Notch signaling [108,134,135]. *dPax2* and *pros* are essential for these Notch-dependent decisions in CCs [31], resembling their gliogenic roles in other parts of the fly and vertebrate nervous systems [40,50,51,57,58,136]. Interestingly, orthologs for both factors have also been reported to be expressed in Müller glia [131,137–139], raising the possibility that, like in *Drosophila* CCs, mouse orthologs *Prox1* and *Pax2* may control overlapping but distinct roles in determining Müller glia fate and function in the vertebrate retina.

Morphologically, CCs and Müller glia radially span the retina, in direct contact with all retinal neurons and connecting an apical vitreous-like substance with a basal blood-retina barrier. This is similar to other radial glial subtypes such as Bergmann glia and tanycytes. Additionally, Müller glia [7,140,141] and CCs both have the capacity to serve as intraretinal light guides. With this feature in mind, it is notable that small heat shock/ɑ-crystallin-related proteins are highly enriched in both CCs and Müller glia [142–144] (S3–S5 Tables). This feature is also true for other glia, including oligodendrocytes, and has mainly been attributed to their role as chaperone proteins that provide neuroprotective support [145–147]. This property warrants investigation in *Drosophila* CCs, especially since one small heat shock protein (*hsp23*) is known to be specifically upregulated in CCs under stress conditions [148]. However, it is also attractive to speculate that crystallins in Müller glia and CCs have been co-opted to help mediate light guidance, as has been proposed for the evolution of lenses across the animal kingdom [22, 149].

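The small heat shock genes Hsp27, Hsp23, Hsp26 and Hsp22 were higher in adult CCs than in PRs by the 4-fold rule. Hsp27 was at log2 levels of 11.78 in larval, 12.73 in pupal and 11.56 in adult CCs and 6.35 in PRs, and Hsp23 at 10.74, 11.19, 10.37 and 5.12. Hsp26 was at 8.48, 10.25, 11.14 and 7.59, and Hsp22 at 4.02, 7.37, 7.95 and 5.35. Of 6 measured members of the family, these 4 were higher and 0 lower, with a median of 3.01 (100th percentile of matched random lists). The paper already describes the family as enriched in CCs from these libraries, so this percentile is not independent support. Hsp67Ba and Hsp67Bc were high at the pupal stage, at 8.51 and 8.65, and at 1.36 and 0 in adult CCs. The family's median was 1.63 between pupal and larval CCs (99.9th percentile) and -0.81 between adult and pupal CCs (7.65th percentile), which was -1.82 with equal library totals (1.89th) and -1.13 with equal medians (1.85th).
Of 15 heat shock genes, 13 were higher than in PRs and 0 lower. Without the small heat shock genes, a list formed after the data were seen, 9 of 11 were higher, with a median of 2.895 (99.9th percentile). The co-chaperone gene DnaJ-1 was at 14.10 in adult CCs and 10.97 in PRs. The chaperone gene Hsp70Ab was at 13.73 and 10.29, but the Hsp70 genes are near-identical copies among which reads can be shared. Hsp70Aa, at 13.72 in adult CCs, was listed at 0 in PRs. Such copies enter both lists as separate genes, so the counts and percentiles may partly repeat the same signal.

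**Figure D6:**
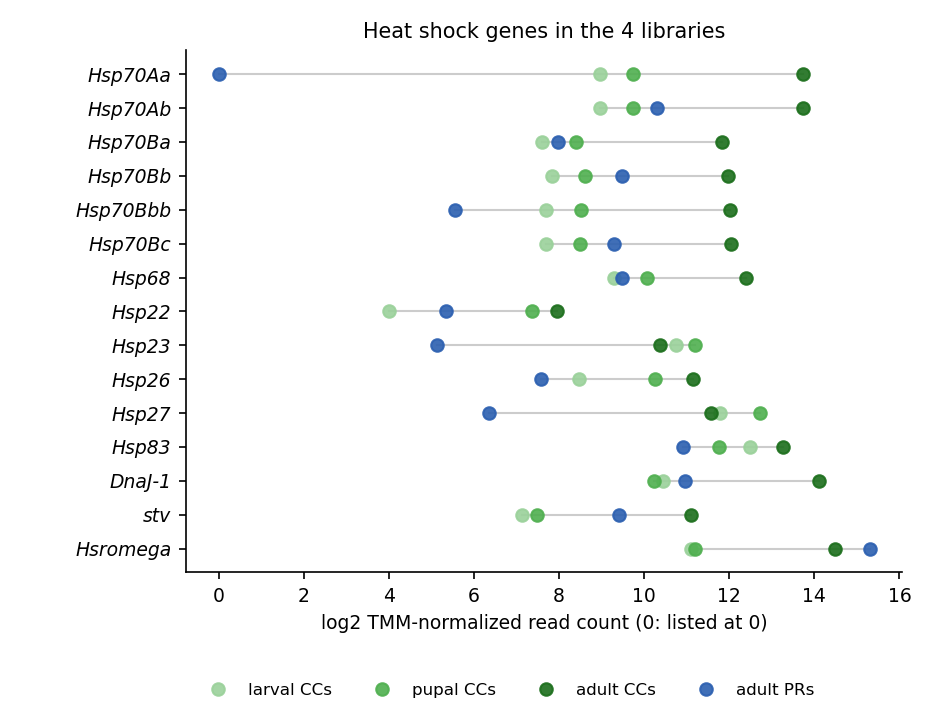
Log2 TMM-normalized read counts of 15 heat shock genes in larval, pupal and adult CCs (light to dark green) and adult PRs (blue), 1 library each, with a line over the range of each gene. Hsromega is highest in PRs at 15.30; the values of the Hsp70 copies are uncertain because reads can be shared among them.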

And finally, at the molecular and functional levels, we find that CCs share considerable gene and physiological overlap with a number of glial types. These include factors commonly used to define Muller glia and are critical for their function [8,150]. In particular, we describe the requirement of conserved gliotypic effector genes such as the Na/K-ATPase, Kir channels, EAAT1, Glut1 and Ldh in CCs for maintaining PR neuronal activity.

It is possible that these detailed similarities between Müller glia and CCs independently evolved in response to common functional requirements of photoreceptors that are inherent to complex eye types. Nevertheless, comparative studies suggest that the earliest eyes in the bilaterian ancestors were minimally comprised of two cells: a photosensitive neuron associated with an accessory pigment cell [22,151–154]. This model is largely based on the requirement of light insulation for directional information, but this two-cell eye type also raises the possibility that essential “neuron-glia” neuroprotective support could have existed in simpler and/or ancestral visual systems [22]. The overlapping functions of CCs, Muller glia, and pigmented epithelial cells lays the groundwork to identify and test the possibility that diverse glial modules existed in sensory systems prior to the separation of vertebrates and invertebrates.

Regardless of the evolutionary origin of CCs, their genetic and functional overlap with vertebrate and invertebrate glial subtypes provides a molecular framework to analyze and identify conserved elements of glial regulatory networks central for establishing and maintaining a healthy sensory system. Moreover, the described capacity to track the progression of neurodegeneration in vivo, using non-invasive, glia- and neuron-specific tools expands the use of the fly retina as an effective system to define deeply conserved mechanisms of neuron-glia biology.

## Materials and methods

### Generation of fly lines

A 275 bp *prospero* eye enhancer, which we called *pros*^*PSG*^, was PCR-amplified from genomic DNA extracted from y*w*^*67*^ flies with the following primers: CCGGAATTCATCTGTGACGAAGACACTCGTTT and CGCGGATCCTCGATTGCCAGGAAGTGC, using previous mapping studies *[155]* as a guide. To generate the *pros*^*PSG*^-GAL4 driver, the *pros*^*PSG*^ fragment was cloned as an EcoRI/BamHI fragment (sites underlined in primers) into hs43GAL4-pCHAB [156]. To create *pros*^*PSG*^-GFP, the *pros*^*PSG*^ enhancer and *hs43* TATA box was PCR-amplified from *pros*^*PSG*^-GAL4 using the primers: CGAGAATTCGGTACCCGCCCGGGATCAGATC and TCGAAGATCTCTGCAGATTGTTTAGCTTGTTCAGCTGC and cloned as an EcoRI/BglII fragment into pStingerAttB-GFP (gift from B. Gebelein, CCHMC) at the EcoRI/BamHI sites (underlined). Transgenic flies were generated using standard procedures (Rainbow Transgenics) in *yw*^*67*^ flies for the GAL4 line or the attB insertion site 51C (containing M{3XP3-RFP.attP’}) for the GFP line.

### Drosophila genetics

The following alleles were used available through the Bloomington Stock Center (BSC) and the Vienna Drosophila Resource Center (VDRC): *gcm*^*1(HM05124) & 2 (JF01074)*^, *repo* ^*1(HMS02971) & 2(JF02974)*^, *Oli*^*1(HMJ02216) & 2(JF02001)*^, *ATPα* ^*1(HMS00703) & 2(JF02910)*^, *nrv2*^*1(HMS01637) & 2(JF03081)*^, *nrv3* ^*1(HMS02961) & 2(JF03367)*^, *Irk2*^*1(HMS02379) & 2(JF01838)*^, *Irk3*^! *(KK107031) & 2(JF02262)*^, *Irk1*^*1(HMS02480) & 2(JF01841)*^, *dLdh*^*1(KK102330) & 2(HMS00039)*^, *Glut1* ^*1(HMS02152) & 2(JF03060)*^, *Eaat1*^*1(KK100187) & 2(HMS02659)*^, *Eaat2* ^*1(KK107989) & 2(HMS01998)*^, *Gs2*^*1(HMS02197) & 2(GD9378)*^, *pyd3*^*1(HMS01029) & 2(GD10029)*^, *ninaE* ^*1(JF01438) & 2(JF01439)*^, *sev*^*14*^, *sv*^*spapol*^, UAS-GFP (BSC stock 5130), FRT82B*ubi*-GFPnls,RpS3 (BSC stock 5627), *repo-GAL4* (BSC stock 7415), *repo*^*1*^ (BSC stock 4162) and *otd*^*1*.*6*^*-GAL4* [156]. Other lines used were: *pros*^*PSG*^-GFP (generated here), *pros*^*PSG*^-GAL4 (generated here), *dPax2*^*RNAi*^ [31], *pros*^*RNAi*^ [31], FRT82B-*pros*^*17*.15^ [157], the retina-specific flippase *ey*^*3*.*5*^*-flp* [158], and the fate-mapping UAS-H2B:YFP reporter [159]. For CC knockdown experiments, flies with the genotype *yw*^67^/*yv*^*1*^; *pros*^*PSG*^-GAL4/+; UAS-RNAi/UAS-GFP flies were analyzed. Other genotypes included *yw*^*67*^; *otd*^*1*.*6*^-GAL4/+; UAS-RNAi/+ (for PR knockdowns), *yw*^*67*^; +/+; *repo*GAL4/UAS-RNAi (for *repo* knockdowns), *sev*^*14*^/+ (control) vs *sev*^*14*^/*sev*^*14*^ (experimental), *repo*^*1*^/+ (control) vs *repo*^*1*^/*repo*^*1*^ (experimental), *yw*^*67*^; *pros*^*PSG*^-GAL4/+; UAS-GFP/+ (controls for *pros* and *dPax2* RNAi knockdowns), *yw*^*67*^; *otd*^*1*.*6*^-GAL4/+; UAS-GFP/+ (controls for *ninaE* RNAi) and *yv*^*1*^; +/+; UAS-RNAi (controls for all remaining RNAi lines). To analyze eyes almost entirely mutant for *pros*, eye-specific Minute clones using the null *pros* allele, *pros*^*17*^, were generated as previously described [31]. Flies were raised on standard cornmeal-molasses food at 25°C in ambient light conditions unless otherwise noted. For *repo>repo*^*RNAi*^ knockdown experiments, animals were either raised at 25°C from time of egg laying (for *repo*^*null*^-like phenotypes), or were raised at 18°C until late 3rd instar stages and then shifted to 25°C (for *repo*^*1*^-like phenotypes).

### Photoreceptor degeneration, histology and microscopy

For light-induced degeneration, 25 flies per experimental group were raised 12 inches from a 25-watt fluorescent light bulb for 7 days. In three separate experiments, daily analysis was conducted to quantity the number of flies with an intact deep pseudopupil [73,160,161] as an indicator of intact photoreceptor rhabdomeres. Statistical comparisons were performed using 1-way ANOVA. At the end of the 7 day experimental period, eyes were dissected, fixed and prepared for semi-thin plastic sections or whole mount phalloidin staining. For plastic and thin sections, adult eyes were dissected in PBS, fixed in 4% formaldehyde in PBS at RT for 30 min and post-fixed in 2% osmium tetroxide in PBS on ice for 60 min. Tissue was serially dehydrated in EtOH and infused with LR-white resin (EMS) overnight. The resin was polymerized in gelatin capsules at 65°C overnight. For semi-thin sections, 1μM sections were placed onto glass slides, stained with toluidine blue (CCHMC Pathology Core) and imaged on a Zeiss Axioplan2. Thin EM sections were mounted on 200 mesh copper grids and stained with 2% uranyl acetate and lead citrate [162,163] (CCHMC Pathology Core) and imaged on a Hitachi H7650 TEM. For immunofluorescence, eyes were dissected in PBS, and either fixed in 4% formaldehyde at RT for 15 min or in -20°C methanol overnight followed by immunostaining procedures previously described [31]. Antibody concentrations used were: GFP (rabbit, 1:500, Invitrogen), GFP (goat, 1:500, Abcam), Elav (rat,1:200, DSHB), Fas3 (mouse,1:50, DSHB), ATPα (mouse, 1:50, DSHB), Nrv1 (guinea pig, 1:150, Paul et al, 1998), Nrv2 (rabbit, 1:150, Sun et al, 1998), Nrv3 (rabbit, Baumann et al. 2010), Repo (mouse, 1:20, DSHB), 22C10 (mouse, 1:50, DSHB), β-alanine (rabbit, 1:1000, Abcam). Donkey secondary antibodies were conjugated to AlexaFluor 488, 555 or 647 (Invitrogen). Actin-rich rhabdomeres were detected using AlexaFluor 555-conjugated phalloidin (1:50, Invitrogen). Samples were imaged on a Nikon A1R multiphoton confocal, and image processing was performed using NIS-elements (Nikon), Imaris (bitplane) and Photoshop CC (Adobe).

### Electroretinograms

Unless otherwise stated, 1-day old flies were immobilized with CO_2_, individually mounted onto plastic coverslips with dental wax, and dark adapted for 30 minutes. The electrophysiological setup included a faraday cage, a 1600 AM-Systems amplifier (Sequim, WA, USA), and an iWorks AD board 118 with LabScribe2 software (iWorks Systems, Dover, NH, USA). The recording electrode (a PBS-soaked cotton wick connected to a silver wire) was positioned on the surface of the eye, and the grounding electrode (a PBS-soaked glass electrode connected to a silver wire) was placed between the third and fourth abdominal segments. Signals were sampled at 10,000 Hz. To elicit responses from all PRs except the UV-sensitive Pros-positive R7s, 5 pulses (5secs on, 15sec off) of blue-green light (490nm LED, LED supplies part #L4-0-T5TH15-1) were delivered via a fiber optic cable positioned immediately adjacent to the eye, delivering a light intensity of 3.55 x 10^14^ photons/cm^2^/sec. Data was collected from at least five flies per genotype from one RNAi line and three flies from a second RNAi line, with controls (GAL4 or RNAi lines) being recorded on the same day to avoid day-to-day variation. All genotypes were also initially tested using a white LED light delivering a light intensity of 2.77 x 10^15^ photons/cm^2^/sec, with similar results observed. To confirm that any reduction in photoreceptor response-strength was not simply due to a shift in relative light sensitivity, VlogI curves were generated with 150 msec pulses and 30s recoveries at different light intensities, with all reported recordings performed within the linear range of these curves (S5B Fig). All data was analyzed with a custom Matlab program with the following parameters. First, data was first smoothed [filter{ones(1,windowsize)/windowsize,1 data}] with a window size of 10. The PR response amplitude was calculated as the absolute voltage difference between the average of 100 baseline values (immediately prior to stimulation) and the amplitude of the sustained negative response, measured as the average of 100 points immediately prior to stimulus termination. All test PR responses reported in Figs 3B, 3C and 5 were normalized to day and genotype-matched controls (GAL4 or RNAi lines, described above). Raw values are plotted in S4 Fig. The “on” transient amplitude was calculated as the absolute voltage difference between the baseline and the maximum voltage reached during stimulation. We confirmed that these transients were linear with respect to PR activity at the light levels used in these experiments [164,165]. Therefore, to exclude the possibility that reduced transients did not merely reflect decreased PR receptor responses, relative transient size was calculated based on the ratio of the “on” transient strength to the maximal PR response. To assess changes in “on” transients in response to repeated stimuli, the ratio of the first and last transients was calculated. Absolute voltage values were normalized as percentages relative to day and genotype (RNAi or GAL4 alone)-matched controls (Fig 3C). All captured data followed a normal distribution by Kruskal-Wallis tests. Stated significance was determined using multiple t-tests between each sample and its day/genotype-matched control. p-values were corrected using Benjamini and Hochberg’s false discovery rate (Microsoft Excel and Prism v6).

### FACS, RNA isolation and RNAseq

For cell sorting experiments, eye tissue (from which antennae, brain and lamina tissue were carefully removed) from 45–75 animals was dissected from larva (wandering late third instars), pupae (25% after puparium formation [25 hr at 25°C]) and adults (1–2 days post-eclosion) in ice-cold PBS during a period no longer than 2 hours. Tissue was dissociated by placing whole eyes in 0.5% trypsin for 15 min at room temperature. Single cell suspensions were made by pipetting dissociated tissue in PBS/1% FBS (Gibco)/1mM EDTA with a P200 tip coated with 1% BSA. For larval (L) and pupal (P) cone cells (CCs), GFP-positive cells were sorted from R7-less *sev*^-^; *pros*^*PSG*^-GFP; TM2/TM6B animals. For adult (A) CCs, dissected whole-mounted retinas from *yw*^*67*^;sp/CyO;TM2/TM6B flies were dissociated and stained 10 min with pre-conjugated Fas3-Alexa555 (1:50) to mark CCs and 22C10-Alexa647 (1:50) to mark the photoreceptors and interommatidial bristle (Fig 1G). Control sorts from unstained samples were performed using *sev*^-^; sp/CyO; TM2/TM6B animals for larval and pupal stages and *yw*^*67*^;sp/CyO;TM2/TM6B flies for adults. Fas3 (7G10) and 22C10 monoclonal antibodies were developed by Corey Goodman [166] and Seymour Benzer [167], and obtained from the NIH/NICHD-created Developmental Studies Hybridoma Bank maintained at The University of Iowa, Department of Biology, Iowa City, IA 52242. Antibody conjugations were performed using APEX labelling (Invitrogen) according to manufacturer’s suggestions. Photoreceptor RNAseq data was obtained from RFP-positive/GFP-negative gated cells from adult *pros*^*PSG*^-GFP retinas (brain and lamina removed), making use of the attB docking site carrying the 3xP3-RFP transgene that is expressed in adult PRs [168,169].

Cells were sorted directly into lysis buffer and RNA was immediately extracted using the RNeasy Micro kit (Qiagen, cat. 74004) and kept frozen at -80°C. RNA concentration and quality was assessed on an Agilent Bioanalyzer (CCHMC Microarray Core). RNA amplification and cDNA synthesis was performed using the Ovation RNA Amplification System V2 (NuGEN, cat. 7102–08) using manufacturer’s suggestions. Nextera library preparations was performed by the CCHMC Microarray Core and sequenced by the CCHMC DNA Sequencing Core using an Illumina HiSeq2500, with 5–30 million reads dedicated to each sample. Sequencing files have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE93782.

### Bioinformatics

NGS-pipeline data (provided by the CCHMC Bioinformatics Core) of ~15 million reads per sample were mapped to the *Drosophila* genome (Dm3) with >78% of the reads uniquely mapped. A pooled meta-analysis (F-test, p-value 0.05) was performed on genes within the 10-100th percentile of the RPKM (S1 Table) using Avadis NGSv1.6 software. The trimmed mean of M-values (TMM) normalization method [170] was used to remove RNA compositional biases between samples with different experimental and sequencing conditions and to improve the compatibility of cross-sample analysis. All samples were normalized to whole animal transcriptome data, and pooled meta-analysis and read density thresholding was used to remove genes that fell below statistically significant levels of expression (<2 NRPKM, p<0.05). This allowed analysis of ~6,500 genes expressed at each stage of CC development (S1 Table). 

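At a threshold of 2 units on the linear TMM scale, without the authors' p-value filter, 8669 genes were at or above it in larval CCs, 11684 in pupal CCs, 10718 in adult CCs and 8446 in adult PRs. At 8 units the numbers were 7219, 9071, 8288 and 7288, and at 32 units 5129, 5783, 5485 and 4950. The unit differs from that of the paper's threshold, which was set on a length-normalized scale.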

Validation of the integrity of cell specificity and sequencing was confirmed by comparing the adult CC transcriptome with a second, independently prepared *Drosophila* adult CC library. Strong agreement between the two sequencing data sets was observed (R^2^ = 0.84) (S2A’ Fig). For intra- and inter-species analysis, enhanced gene sets for CCs, PRs, CNS (from modEncode sample #5312), and digestive system (DS, from modEncode sample #3445) were calculated based on ranked relative differential (square-root) expression of cell-type specific transcripts as compared to adult whole fly transcriptome data (NCBI GSM 694258–61: average of 2 males and 2 female) (S2 Table) [171,172]. For comparison of enhanced sets across species, sets of 1000 genes that most clearly differentiated CCs from PRs (and vice versa) (CC>PR and PR>CC, respectively) were calculated based on a ranked list of divergence using the differential of square root TMM expression values between these two cell types (S2 Table). Fly-to-mouse gene conversions were performed using the DRSC Integrative Ortholog Prediction tool (version 5.1.1) [173], using the criteria: only genes with score size >2 unless only match score is 1 or 2 and the ortholog is represented the best score in fly-to-mouse or mouse-to-fly direction (S4 Table). Enriched gene sets from mouse neural cell types were based on previous Dropseq analysis of retinal cells [106] and microarray analysis of isolated forebrain astrocytes, oligodendrocytes and cortical neurons [107]. From the microarray studies, astrocytes, oligodendrocytes and cortical neuron-enriched genes were defined as being statistically enriched (FDR<1%) by at least 1.5 fold in each cell type [107]. Gene identifiers from all sets were converted to Entrez IDs for cross experiment analysis using the 5/1/2016 update of NCBI Gene IDs of WebGestalt [174] (S5 Table). Overlap between gene sets was analyzed using Venny (http://bioinfogp.cnb.csic.es/tools/venny/) [175], with statistical significance of overlap calculated based on normal approximation of hypergeometric probability [176].

## Supporting information

S1 Fig (Related to Fig 1). Expression of prospero, dPax2 and the *pros*^*PSG*^ enhancer in adult cone cells. **(A)** Prospero (Pros, magenta) (A’) and dPax2 (green) (A”) antibody staining in whole mounted adult retinas shows their co-expression in mature CCs. (**B)** Cryosections from adult heads in which cells expressing the *pros*^*PSG*^-GAL4 driver were fate-mapped with a UAS-H2B:YFP reporter (*pros*^*PSG*^*-GAL4>UAS-H2B*:*YFP)*. YFP [green], Pros [blue] and Elav [red] shows highly restricted and strong staining in R7 photoreceptors (white arrow) and CCs (yellow arrowhead), with little to no staining in the underlying optic lobe (retina-brain barrier marked with dotted white line). (**C**) Adult head cryosections from *pros*^*PSG*^-nGFP flies (green) similarly shows restricted expression to the CCs, weak R7 expression, and no detectable expression in cells the underlying brain [lamina (L) or optic lobe (O)] (nuclei marked with Hoechst, blue).
(TIF)

S2 Fig (Related to Fig 2). *prospero* and *dPax2* in CCs affects photoreceptor morphology and functional integrity. **(A-C)** Phalloidin-stained sagittal cryosections from adult control (*pros*^*PSG*^-GAL4>UAS-*nGFP*, A), *pros*^*RNAi*^ (*pros*^*PSG*^-GAL4>UAS-*pros*^*RNAi*^, B) and *Pax2*^*RNAi*^ (*pros*^*PSG*^-GAL4>UAS-*dPax2*^*RNAi*^, C) eyes. Control and *pros*^*RNAi*^ eyes have outer photoreceptor rhabdomeres that extend through the full depth of the retina, and an actin-rich fenestrated membrane (dashed line) separating the retina from the brain (A,B). In *dPax2*^*RNAi*^ eyes, retinal organization is severely disrupted, with incomplete elongation of rhabdomeres and some PRs misplaced into the brain (C), having fallen through the retinal floor (arrows). **D)** Normalized PR activity from light- or dark-adapted flies, measured by ERGs. Similar reductions in activity are observed in dark-adapted or *pros*^*17*^ mutants flies (*pros>pros*^*RNAi*^ or eyFLP; FRT82-*pros*^*17*^/FRT82-Minute clones). An even further reduction in PR activity is observed in *pros*^*RNAi*^ flies prior dark adaptation (light-adapted). *p<0.001 **E-J)** PR rhabdomere structure, visualized by toluidine blue semi-thin sections (E-G) or phalloidin staining of adult whole mount eyes (H-J) shows that control flies raised in constant light (E,H) or *pros*^*RNAi*^ flies raised in total darkness (F,I) are similarly intact, whereas *pros*^*RNAi*^ flies raised in constant light for 7 days (G,J) show degeneration.
(TIF)

S3 Fig (Related to Figs 2, 3 and 5): Photoreceptor activity and “on” transient analysis of cell-selective RNAi knockdowns and mutants. Calculations from ERG recordings for the sustained negative response (PR activity) (**A, B**), “on” transient size average (n = 5 flies, 5x5sec light pulses), normalized to PR activity (**C**), or activity-dependent changes in “on” transients (taken from last light pulse—first light pulse(**D**). Day-matched controls (black) were included for each experimental condition (labeled, grey). PSG = *pros*^*PSG*^*-GAL4*; O2 = otd^1.6^-GAL4, line #2; repo = repo-GAL4. *p<0.001.
(TIF)

S4 Fig (Related to Fig 3): Transcriptome and *in vivo* expression analysis of CC-expressing genes. **(A)** Representative FACS analysis of adult CCs and PRs (left). PRs were labeled with m22C10-conjugated to AlexaFluor555, and CCs were labeled with anti-Fas3 conjugated to AlexaFluor488. Unlabeled retinal cells from *yw67; Sp/Cyo; TM2/TM6B* flies served as a negative control (right). **(A’)** Comparison of overall transcript expression values between cell types (larval, pupal, and adult CCs, as well as adult PRs), based on TMM normalized counts (log_2_) of 14182 genes. Adult x adult CC plot compares the transcript counts for the adult CC dataset used in the manuscript with an external cone cell RNA-seq data set generated using the same approach but at later date. Parallel alignment strategies were employed, with alignment to dm6 (16823 transcripts). For these separately sequenced sets, transcript counts were normalized to 1M based on total aligned reads. R^2^ values for all comparative plots are based on log-scaled values to minimize effect of few transcripts with very high read counts. **(B)** TMM-normalized log_2_ mRNA expression levels from late larval, early pupal, and adult CCs as well as adult PRs. Common housekeeping genes (*GAPDH1*, *GAPDH2*, *Rp13A*, *RpL32*, *and RpLP0*) are approximately equally represented in all 4 cell populations, whereas genes with known PR-restricted expression (*ocelliless [otd]*, *ninaE [Rh1]*, *Rh3*, *Rh4*, *Rh5*, *Rh6*, *Arrestin1 (Arr1)*, and *chaoptin (chp)* are highly enriched in the PR transcriptome with little to no expression in CC transcriptomes. **(C,D)** Expression of *gcm*-LacZ (green) in Cut-positive cone cells (magenta) from larval (late 3^rd^ instar) and pupal (8 hr after puparium formation [APF]) eye tissue. Weak expression is detected in a subset of CCs at late stages of larval development (dotted circles, C, C‘) and is obvious in all 4 CCs by early pupation (dotted circles, D, D‘). A positive control for *gcm*-LacZ expression the optic stalk is indicated by an arrow (C, C‘). No detectable *gcm*-LacZ was in CCs after this stage of development. **(E,F)** Immunostaining of Repo (green), and counterstained with Pax2 (magenta) reveals weak expression in control CCs by 25 hr APF (circles, E, E‘), which is not detected in *repo*^*RNAi*^ knockdowns (F,F‘). Expression in the interommatidial bristle lineage (arrows) is detected in both conditions, providing further support for the specificity of the knockdown approach.

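Across 14935 genes, the squared Pearson correlation of the log2 values was highest between larval and pupal CCs, 0.783, and lowest between larval CCs and adult PRs, 0.562. It was 0.628 between larval and adult CCs, 0.658 between pupal and adult CCs, 0.575 between pupal CCs and PRs, and 0.649 between adult CCs and PRs. Over the 13418 genes above 0 in at least 1 library, the values were 0.762 for larval and pupal CCs and 0.607 for adult CCs and PRs. Genes are not independent replicates, and the second adult CC library shown in this figure is not analysed here.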

(TIF)

S5 Fig (Related to Figs 3 and 5): Electrophysiological analysis of cell-specific knockdowns, mutants, and controls. **A**) ERG plots (overlay of five consecutive pulses) from individual, representative flies with noted genotypes. **B**) VlogI curves were produced in each CC knockdown to establish the dynamic range of photoreceptors. Data was fit to the Naka-Rushton (NR) function V/Vmax *In/(In+Kn) [177]. I is the stimulus intensity, V corresponds to the measured response amplitude, and Vmax, K and n are constants (corresponding to the maximum response amplitude, the stimulus intensity that elicits half of the maximum response and the slope of the function, respectively). Light intensities ranged from 2.86 x 101^1^ to 1.7 x10^15^ photons/cm^2^/sec. Dashed lines indicate light intensity used for this study (3.55 x 10^14^ photons/cm^2^/sec).
(TIF)

S6 Fig (Related to Fig 5): Immunohistochemical analysis of cell-specific knockdowns. **(A-B)** Immunostaining of whole-mount adult eyes from control (C, *pros>nGFP*) or *nrv3* CC knockdowns (*pros>nrv3*^*RNAi-1*^) shows CC-restricted knockdown of the Nrv3 subunit of the Na/K pump (A‘ vs B‘, magenta), whereas the Nrv2 subunit (A,B, green) and α-subunit (ATPα, A“, B”blue) maintain their expression in both genetic backgrounds. **(C-E)** β-alanine immunostaining (green) is reduced in flies in which *pyd3* is knocked down in CCs (*pros>pyd3*^*RNAi-1*^*)*, D), but is still present in the pseudocone from control (*pros>nGFP*, C) flies or in flies where the *pyd3*^*RNAi-1*^ transgene is driven in photoreceptors (*otd*>*pyd3*^*RNAi-1*^, E). Fas3 (magenta) is used to mark the CC layer.
(TIF)

S1 Table (Related to Fig 3). TMM normalized gene expression levels from Drosophila cell types. Transcriptomes from larval, pupal and adult cone cells, adult photoreceptors (described in the current study), as well as publicly-available transcriptomes from the Drosophila central nervous system and digestive system [172,178] were TMM-normalized to whole animal gene expression levels and represented as log2 values.

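S1 Table gives the log2 TMM-normalized level of each gene in each cell type, and a level of 0 stands for a normalized count of 1 or less. In the copy used here, which holds the first 1998 of the 14182 rows, 1854 rows were matched to the deposited table by FlyBase ID. In all 1854, the levels of larval, pupal and adult CCs and adult PRs lay within 0.0001 of the deposited ones.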

(XLSX)

S2 Table (Related to Fig 3). Enriched *Drosophila* gene sets used for intra- and inter-species glial gene analysis. Genes from S1 Table sorted by relative gene expression levels from different cell populations. The top 1000 genes for the analysis in the current study are highlighted.
(XLSX)

S3 Table (Related to Fig 3): *Drosophila* glial gene sets used for Drosophila intra-species analysis. Gene lists from 109 genetically confirmed glia-associated factors [179] and 2309 genes showing expression change in both *gcm* loss- and gain-of-function animals (derived from [180]).
(XLSX)

S4 Table (Related to Fig 4): Gene sets used for analysis between Drosophila and murine cell types. Fly-to-mouse DIOPT conversions of the top 1000 CC- or PR-enriched datasets (CC>PR and PR>CC from S2 Table) used for cross-species analysis.

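S4 Table lists for each fly gene of the CC>PR and PR>CC sets the mouse genes that the DIOPT tool pairs with it, so that a fly gene can stand for several mouse genes and a mouse gene for several fly genes. The genes of each set are those with the largest difference between the square roots of the TMM-normalized levels in adult CCs and adult PRs, which favors abundant genes over genes with a large fold difference at a low level. Both sets of 1000 fly genes are complete in the copy used here, and 996 and 994 of them were matched to a gene of the deposited table. Part of the pairing with mouse genes is not in this copy, so overlaps with the mouse sets are not analysed here.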

(XLSX)

S5 Table (Related to Fig 4): Gene sets used for analysis between Drosophila and murine cell types. Gene sets from murine retinal and forebrain neural cell types [106,181] used for overlap analysis with genes enriched in Drosophila cone cells and photoreceptors. Genes highlighted in green represent genes whose fly orthologs are enriched in Drosophila CCs, while those highlighted in blue represent those with fly orthologs enriched in PRs.
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

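RNA of sorted cells was sequenced from 4 samples, 1 each of larval CCs, pupal CCs, adult CCs and adult PRs, collected at the wandering larval stage, at 25 h after pupal formation and from adults of 1 to 2 days. The authors aligned the reads to the dm3 genome (TopHat2 2.0 and Bowtie 1.0 are named in the submitters' processing notes), counted them per gene, normalized the counts by TMM together with whole-fly data, and deposited the log2 values, with a normalized count of 1 or less listed as 0. Whole reads could not be recovered from these values. The depth per library is an estimate from the steps between low values, taken below 30 units with a tolerance of 0.02. Only a limited range of steps was searched, which excludes those of a much greater depth. The whole-fly, central nervous system and digestive system data are not used here, nor is a second library of adult CCs.

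Genes were matched by symbol, by the FlyBase IDs of the paper's tables, or by the FlyBase and Entrez IDs of the reference annotation (Ensembl release 115, BDGP 6). That annotation is on another genome build than the deposited values, so no coordinates are given. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

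There were 3 comparisons: adult CCs with adult PRs, pupal with larval CCs, and adult with pupal CCs. Each was made on log2(value + 4). A gene counted as higher or lower at a difference of 2 or more with 32 units or more in the higher library. Nothing was tested across replicates, since each condition has 1 library. For ranked sets of 1000 genes, the difference of square roots was used as in the paper's methods, between adult CCs and PRs or between a library and the mean of the other 3. Gene lists were described by the median over members at 8 units or more in either library, for lists with 5 or more such members, and set beside 10000 random lists drawn from 20 bins of mean expression with the seed 20170531. Overlaps with the 109 glial genes were set beside random lists drawn in the same way.

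The lists were those of the paper (housekeeping and photoreceptor genes of S4B Fig, transcription factors of Fig 3A, effector genes of Fig 5, mature CC proteins and the 109 glial genes) and lists of photoreceptor, cone cell and lens, pigment cell, bristle, optic lobe glia, hemocyte, fat body, muscle, dividing cell, heat shock, small heat shock, immediate-early and JNK, synaptic, glycolysis, septate junction, chitin and apical matrix, Notch pathway, ecdysone response, retinal determination, vertebrate gliogenic and ribosomal protein genes. Lists of neuroblast genes, of heat shock genes without the small heat shock genes, and of genes of all neurons were added after the values were seen.

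The genes named in the text were chosen by a rule: every gene that the paper names from its transcriptomes; the 12 genes in each direction with the largest difference of square roots between adult CCs and PRs; the 10 genes in each direction of each CC step with the largest difference among those at 256 units or more; up to 4 members of each list with the largest absolute difference; and the fly genes paired with the mouse genes of Fig 4D. Values in the parts of S1, S2 and S4 Tables at hand had been seen when the rule was made. Other genes named in the text were singled out after their values were seen.

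The rule was tested on simulated data in which 200 genes had been changed. Between adult CCs and PRs it recovered 34.3% of genes changed 4-fold, 97.0% of those changed 8-fold and 100% of those changed 16-fold, and it called 0 of 14735 unchanged genes. The simulation holds counting error only, so it says nothing of variation between separate samples. Of 200 unchanged lists, 2.5% lay outside the middle 95% of the random lists for that comparison. A list made with 40 genes of a ranked set gave an overlap of 40, which its construction fixes, so this checks the counting only.

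Alternatives tried were added constants of 1 and 16 units, library scalings by equal totals and by equal medians, no filter on low values, a floor of 256 units, an 8-fold rule, ranked sets of 500 and 2000 genes, a ranking by log2 difference, unmatched random lists, and a background of genes at 8 units or more. The list of genes regulated by gcm and the mouse overlaps were left out, because the copies of these tables at hand are partial.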

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

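The alternative that matched random lists on all 4 libraries, 1 of the 8 settings named below, was chosen only after the result was seen. So was the list of heat shock genes without the small heat shock genes, and with it the contrast of that list with the small heat shock family. The other tests in this part were not. The 2 gene groups below stand here because the paper does not discuss them in these libraries beyond the small heat shock and lens genes, which they include. Each also has a median difference of 2 or more, above matched random lists, in adult CCs against adult PRs. Lists above random lists with a smaller median are not taken up here.

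The median difference of the 15 heat shock genes, among which near-identical Hsp70 copies count as separate genes, was 3.13 at the 99.99th percentile. The chaperone gene Hsp68 was at a log2 level of 12.39 in adult CCs and 9.48 in PRs, and the BAG-family co-chaperone gene stv at 11.10 and 9.41. From pupal to adult CCs the list had a median of 3.34, with 10 of 15 genes higher, and from larval to pupal CCs 0.78, with 1 higher.

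The median difference of the 16 chitin and apical matrix genes was 3.18, with 9 higher in adult CCs than in PRs and 0 lower. This list shares retinin and Crys, the latter named by the paper from this library, with the cone cell and lens list. Its medians and percentiles are therefore not independent of the lens genes. The zona pellucida protein genes dpy and pio were at 16.59 and 12.47 in adult CCs and at 12.40 and 8.68 in PRs, and the cuticle protein gene Cpr49Ae at 14.23 and 10.16. From pupal to adult CCs the list had a median of 1.40 at the 99.6th percentile (96.5th with 16 units added), or 0.63 with equal library totals, with 6 higher and 3 lower. The chitinase gene Cht5 was at 13.09 in pupal and 3.64 in adult CCs. Between larval and pupal CCs the median was 0.03, which turned to -0.22 with equal library totals and to -0.15 with equal medians.

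Heat shock transcripts in adult CCs may reflect stress during dissociation and antibody staining, the latter given to adult CCs only, or a state of the cells themselves. Genes of the immediate-early and JNK response, which respond to stress of another kind, had a median difference of 0.20 between adult CCs and PRs, at the 32.4th percentile, with a range from -0.30 to 0.21 over the alternatives. With 3 of 9 genes higher and 0 lower, and a sign that turns under both library scalings, this median does not decide between the 2. Small heat shock genes as a family did not rise from pupal CCs, sorted without antibodies, to adult CCs, with a median of -0.81. Of the 11 other heat shock genes, a list formed after the values were seen, 10 did by the rule. For these the 2 explanations cannot be told apart here. From pupal to adult CCs, stage, genotype and staining change together, and between adult CCs and PRs, cell type, genotype and staining do. Dissociation, given at every stage, stays open for both groups. Reads shared among the Hsp70 copies stay open for those genes.

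Photoreceptor transcripts in the adult CC library might come from photoreceptor cells or RNA carried over in sorting. Carry-over at one share would give every photoreceptor gene nearly the same ratio, but the log2 ratios had an SD of 3.16 over 27 genes (2.82 to 3.23 with any 1 gene left out). Adult CCs held 0.00154% of the PR level of ninaE, 0.551% of that of Arr2, 3.45% of that of norpA and 14.1% of that of rdgA, which argues against such carry-over as the whole source. Expression of some of these genes in CCs, and transcripts from other cells, stay open and were not tested.

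The overlap of the 109 glial genes with the genes ranked higher in adult CCs than in PRs could follow from their expression level. Among random lists matched on the mean of the 2 libraries it lay at the 99.3rd percentile. Over 8 settings with matched lists the percentile ranged from 92.5 to 99.3, and it was under the 95th in 3 of them, so a part of level cannot be told apart from an excess of glial genes.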

How the results depend on the processing

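The alternatives that matched random lists on all 4 libraries, rescaled the transcription factor levels or ranked effectors among all genes were chosen only after the results were seen. Of 519 values under an alternative, 463 kept their side of the threshold, or, for counts and ratios, stayed within 1.5 times, 56 did not, and no list outside the middle 95% changed sign. Medians of lists inside it that changed sign under a scaling are given beside their results. No paired analysis was possible because each condition has 1 library, and no replicate could be left out. Depth limits low genes most in PRs, where 32 units stand for an estimated 19.3 reads. Equal totals shift every difference by -0.29 between adult CCs and PRs, -0.31 from larval to pupal and -0.83 from pupal to adult CCs, and equal medians by -0.51, -0.23 and -0.14.

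Counts of genes past the rule are given as higher and lower. With 16 units added, 920 were higher in adult CCs than in PRs, 399 and 93 in pupal than in larval CCs, and 596 lower in adult than in pupal CCs. An 8-fold rule gave 681 and 423, 366 and 43, and 509 and 481, and the higher floor for the higher library 602 and 333, 169 and 48, and 589 and 294, as stricter rules must give fewer. Without a filter, 1262 were higher in pupal than in larval CCs. Equal medians gave 926 higher in adult CCs than in PRs, and equal totals 572 and 1565 from pupal to adult CCs. The 926 were all among the 1390 of the deposited scaling, as must be, since equal medians lower the adult CC values and raise those of PRs.

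Percentiles of list medians that crossed the bounds of the middle 95% were as follows; the cause was not tested. From larval to pupal CCs, with 16 units added: photoreceptor 98.3, cone cell and lens 93.3, immediate-early and JNK 97.7. Without a filter: effectors 87.8, cone cell and lens 86.0, hemocyte 99.94. Hemocyte with 1 unit added 99.85, equal totals 99.2 and equal medians 99.86. From pupal to adult CCs, with 16 units added: pigment cell 95.9, bristle 1.78, small heat shock 2.26, chitin and apical matrix 96.5. With equal totals: bristle 1.33, small heat shock 1.89; with equal medians: small heat shock 1.85. Between adult CCs and PRs without a filter: hemocyte 98.5, muscle 99.0, neuroblast 99.7. Muscle gave no value between adult CCs and PRs with equal totals.

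For the 109 glial genes, the cause of the following was not tested. The CC>PR percentile was 92.5 with the top 500, 93.2 with the top 2000 (ratio 2.40), 94.2 with the log2 ranking (ratio 2.06), 96.5 with equal medians and 97.6 with lists matched on all 4 libraries. The log2 ranking gave ratios of 0.959 for PR>CC, 1.64 for pupal and 1.23 for adult CCs. Unmatched lists gave percentiles of 100 for pupal CCs, 99.99 for adult CCs and 62.5 for PRs. The PR percentile was 19.4 with the top 500 (ratio 1.92), 3.00 with the top 2000, 33.6 with the log2 ranking and 2.55 with equal totals.

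Of 231 named genes, 0 reversed, but a reversal needs a move from 2 or more to -2 or less, which these alternatives could not produce. Between adult CCs and PRs, 10 lost and 3 gained the call with equal totals, 11 and 5 with equal medians, and 13 lost it with 16 units added.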

Differences from the paper's values

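No test in this part was chosen after its result was seen. The paper reports about 6,500 genes expressed at each stage of CC development, above a threshold on its own length-normalized scale with a p-value. At 2 units of the deposited TMM scale, 11684 genes were found in pupal and 10718 in adult CCs, so the thresholds differ in unit and in the p-value.

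The paper's overlap of the 109 glial genes over the expected number is about 7.2 for larval CCs in Fig 4B, read by eye, against 4.11 here; with the top 500 genes it was 6.03, within 1.5 times, and with the other alternatives set before the data were examined it was not. For pupal CCs the paper's value is about 5.3 in Fig 4B, read by eye, against 2.60 here, and no alternative came within 1.5 times. For adult CCs it is about 4.6 in Fig 4B, read by eye, against 2.60 here; the top 500 genes gave 3.56, within 1.5 times, and the others did not. For adult PRs it is about 2.9 in Fig 4B, read by eye, against 1.10 here, and no alternative came within 1.5 times. The paper's reference was whole-fly expression, and the reference here was the mean of the other 3 libraries.

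The paper describes its effector orthologs as expressed at relatively high levels in adult CCs, and 10 of these 11 genes lay above the median of the genes above 0; Irk3, at 0.98, did not. The paper places ct among the 50 most cell-specific genes of adult CCs; ct ranked 22nd against PRs and 55th against the mean of the other 3 libraries, while eya and Crys ranked under 50 both ways.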

Other observations

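The lists of genes of all neurons, of neuroblast genes and of heat shock genes without the small heat shock genes were chosen only after the values were seen, and the other lists were not. Larval and pupal CCs held transcripts of neuronal genes. The RNA-binding protein gene elav was at a log2 level of 10.75 in larval and 10.87 in pupal CCs, against 10.91 in PRs. Of 15 synaptic genes, which serve transmitter release, 6 were higher, 0 lower and 9 neither in pupal against larval CCs, and of 16, 0 were higher, 8 lower and 8 neither in adult against pupal CCs, with a median of -1.88. The active zone gene brp was at 8.56, 10.06 and 6.03 in larval, pupal and adult CCs, and the calcium sensor gene Syt1 at 6.56, 9.28 and 7.76. The 10 genes of all neurons had medians of 1.95, -2.27 and, between adult CCs and PRs, -4.54.

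Lists of hormone response, metabolism and retinal determination genes also lay outside the middle 95% of the random lists in steps between CC stages, and septate junction genes did not. Genes of the ecdysone response had a median of -0.63 from larval to pupal CCs (0.03rd percentile) and -0.69 from pupal to adult CCs (1.60th percentile), with the zinc finger gene br at 12.80, 9.68 and 7.05 and the secreted protein gene ImpE2 at 12.06, 11.14 and 3.94. Between adult CCs and PRs their median was 0.34 (24.0th percentile), which turned to -0.16 with equal medians. Glycolysis genes had a median of -0.54 from larval to pupal CCs (0.13th percentile), 1.74 from pupal to adult CCs (99.8th percentile) and -0.00 between adult CCs and PRs (11.9th percentile), with the hexokinase gene Hex-A at 7.86 in pupal and 10.84 in adult CCs. Septate junction genes had medians of -0.03 (21.1st percentile) and 0.73 (76.8th percentile) at the 2 steps, the latter turning to -0.09 with equal totals. Retinal determination genes had a median of -0.85 from larval to pupal CCs (0.02nd percentile), -0.13 from pupal to adult CCs (25.9th percentile) and 0.54 between adult CCs and PRs (43.1st percentile).

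The medians from pupal to adult CCs move with the scaling of the libraries: with equal totals that of glycolysis genes was 0.93, that of ecdysone response genes -1.51, and that of retinal determination genes -0.94. Dividing cell genes had a median of -2.03 from pupal to adult CCs (0.11th percentile) and 0.79 between adult CCs and PRs (43.7th percentile), and neuroblast genes -1.07 from pupal to adult CCs (5.92nd percentile). Ribosomal protein genes had a median of -0.45 between adult CCs and PRs over 80 genes, of which 4 passed the rule, -0.02 from pupal to adult CCs (0.93rd percentile) and 0.11 from larval to pupal CCs (32.4th percentile), the last turning to -0.20 with equal totals. The vertebrate gliogenic list had a median of -0.32 between adult CCs and PRs (9.65th percentile). The wider photoreceptor list had medians of 0.86 from larval to pupal CCs (92.8th percentile) and 1.14 from pupal to adult CCs (99.5th percentile; a median of 0.39 with equal totals). Immediate-early and JNK genes had medians of 0.78 (95.7th percentile) and 0.95 (91.0th percentile) at these steps, or 0.48 and 0.13 with equal totals.

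Markers of other cells were also measured. Pigment cell genes had medians of 1.68 (91.8th percentile) and 1.67 (99.3rd percentile; 95.9th with 16 units added) at the 2 steps. Bristle genes had medians of 0.81 (78.7th percentile) and -1.47 (3.22nd percentile), and 4 measured members between adult CCs and PRs, too few for a median. Hemocyte genes had medians of 2.15 (96.7th percentile) and 0.50 (76.6th percentile), and muscle genes 0.30 from pupal to adult CCs (75.7th percentile); the last 2 medians turned to -0.27 and -0.52 with equal totals. Fat body genes had 3 or fewer measured members in every comparison. Optic lobe glia genes had a median of 0.36 between adult CCs and PRs (38.6th percentile), which turned to -0.07 with equal medians. Transcription factors of Fig 3A had 3 measured members there, and the 3 mature CC proteins were all higher in adult CCs.

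Lens and pigment cell transcripts were present in the PR library, which held 1.82% of the adult CC level of retinin, 0.375% of that of Crys and 12.0% of that of Pdh. Heat shock genes without the small heat shock genes had medians of 0.78 and 3.48 at the 2 CC steps. The genes stnA and stnB, which overlap, had identical values in all libraries, 10.05 in PRs.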
